# Balanced gene dosage control rather than parental origin underpins genomic imprinting

**DOI:** 10.1038/s41467-022-32144-z

**Published:** 2022-07-29

**Authors:** Ariella Weinberg-Shukron, Raz Ben-Yair, Nozomi Takahashi, Marko Dunjić, Alon Shtrikman, Carol A. Edwards, Anne C. Ferguson-Smith, Yonatan Stelzer

**Keywords:** Imprinting, Epigenetic memory, Gene regulation, Dosage compensation, DNA methylation

## Abstract

Mammalian parental imprinting represents an exquisite form of epigenetic control regulating the parent-specific monoallelic expression of genes in clusters. While imprinting perturbations are widely associated with developmental abnormalities, the intricate regional interplay between imprinted genes makes interpreting the contribution of gene dosage effects to phenotypes a challenging task. Using mouse models with distinct deletions in an intergenic region controlling imprinting across the Dlk1-Dio3 domain, we link changes in genetic and epigenetic states to allelic-expression and phenotypic outcome in vivo. This determined how hierarchical interactions between regulatory elements orchestrate robust parent-specific expression, with implications for non-imprinted gene regulation. Strikingly, flipping imprinting on the parental chromosomes by crossing genotypes of complete and partial intergenic element deletions rescues the lethality of each deletion on its own. Our work indicates that parental origin of an epigenetic state is irrelevant as long as appropriate balanced gene expression is established and maintained at imprinted loci.

## Abstract (web summary)

Here the authors investigate whether for imprinted genes the parent-of-origin of the expressed allele or rather appropriate gene dosage is more important for normal development. Using the differentially methylated region of Dlk1-Dio3 gene involved in imprinting, they show that correct parent-of-origin imprinting pattern is secondary to balanced gene dosage.

## Introduction

Mammalian parental imprinting is a form of epigenetic regulation that causes genes to be expressed from only one chromosome homolog according to parent-of-origin^1,2^. Imprints entail the maintenance of germline-derived differential epigenetic marks, mostly in the form of DNA methylation, through to the somatic cells of the offspring. The resulting parent-specific signature serves as an imprinting control center (ICR) that regulates the monoallelic expression of multiple imprinted genes in a cluster^3,4^. Global as well as locus-specific alterations to ICRs, have emphasized that loss-of-imprinting results in reciprocal effects on imprinted genes with a biallelic expression of some genes within the cluster and biallelic repression at others^5–9^. Phenotypically, perturbations to individual genes were shown to exert effects in numerous developmental and physiological pathways^10,11^. Together, this has led to the prevailing notion in the field that imprinted genes are dosage-sensitive. Yet, the intricate form of epigenetic control over the parent-specific expression of multiple genes in an imprinted cluster poses difficulties when trying to decipher the relative contribution of changes in imprinted gene dosage to the resulting physiological phenotypes.

One of the largest imprinted clusters in mammals is a 1.2 Mb domain encompassing the *Dlk1* and *Dio3* genes. Three protein-coding genes: *Dlk1*, *Rtl1*, and *Dio3* are exclusively expressed from the paternal allele, whereas multiple noncoding transcripts, including *Gtl2*, and its associated transcripts *Rian*, and *Mirg*, are expressed from the maternally inherited chromosome (Fig. 1a). A paternal-derived intergenic differentially methylated region (IG-DMR) was shown to play a key role in regulating parent-specific expression in this locus^12^. After implantation, a secondary DMR is established at the promoter of the *Gtl2* gene, sustaining its repression from the paternal allele. Maintenance of parent-specific epigenetic marking at the IG-DMR is crucial for normal development. Maternal deletion of the entire IG-DMR was shown to result in perinatal lethality, while paternal deletion was consistent with normal development^13,14^. Surprisingly, an isolated paternally derived deletion of a CpG island (CGI) located at the 5′ portion of the IG-DMR was shown to result in the opposing paternal-to-maternal phenotype^15^. Insight into the underlying mechanism has emerged recently, as the IG-DMR was shown to comprise two distinct functional elements^16^. The upstream region of the IG-DMR contains a CGI which maintains a repressive chromatin landscape on the paternal allele^17^. Notably, this region included a Zfp57 binding site that is essential for maintaining paternal methylation during the early stages of pre-implantation^5,6^. The remaining distal part of the IG-DMR was shown to bind pluripotency transcription factors in mouse embryonic stem cells (mESCs), exhibit active enhancer marks (H3K27ac), and nascent transcription^18,19^. It was therefore suggested to serve as a putative Transcriptional Regulatory Element (TRE), driving the expression of maternally inherited genes in the locus. Following implantation, this transcriptional activity prohibits the accumulation of de novo methylation, thus establishing the parent-specific Gtl2-DMR^20–22^ (Fig. 1a). Together, the paradoxical effects imposed by distinct deletions within the IG-DMR represent an attractive experimental framework for dissecting the consequent impact of changes in gene dosage on embryonic phenotypes.

**Fig. 1:**
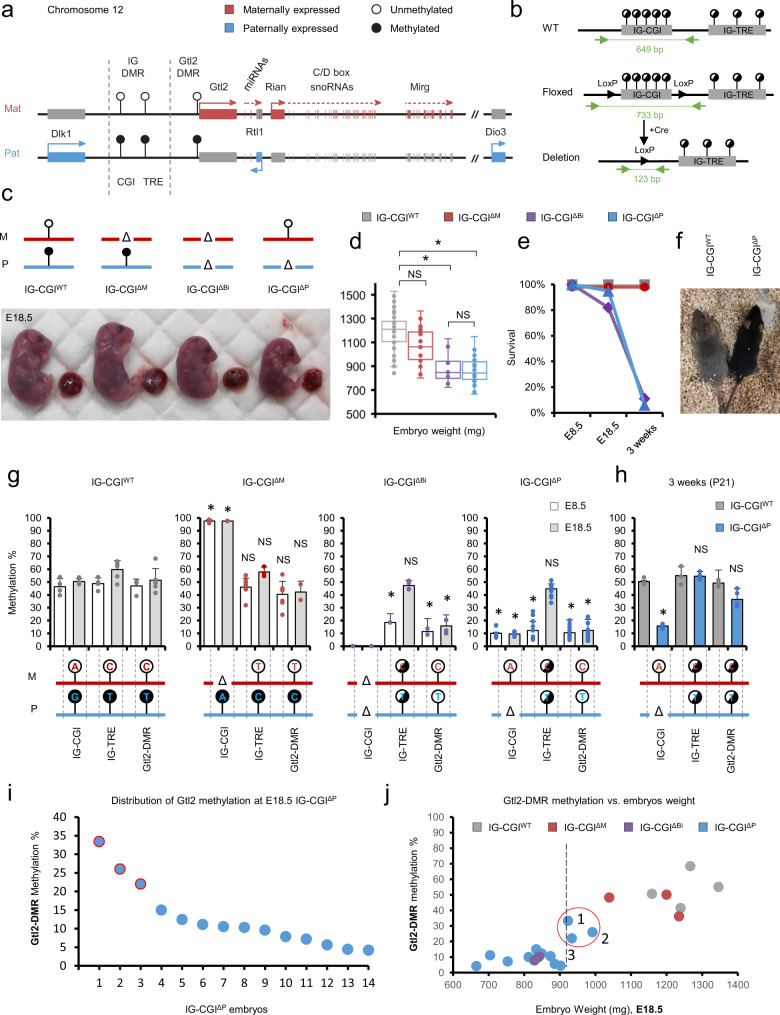
Paternally transmitted deletion of the IG-CGI results in perinatal lethality. **a** Schematic representation of the mouse Dlk1-Dio3 locus; Open lollipops**–**unmethylated region; black lollipops**–**methylated region. **b** Schematic representation of Cre-lox mediated targeting of the IG-CGI. Dashed green lines represent amplicons used for screening and genotyping. **c** Representative images of E18.5 embryos and their placentas for different genotypes. Corresponding genetic deletion and inferred methylation status of the IG-CGI are shown above. **d** E18.5 embryo weights per genotype. N_WT_ = 75, N_ΔM_ = 27, N_ΔBi_ = 14, N_ΔP_ = 64 biologically independent embryos; NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (∆Bi: *p* = 4.5e-12, ∆P: *p* = 9.4e-31). Box plot minima = 948.7, 1047, 721.9, 665.9; maxima = 1528.5, 1366.4, 1132.3, 1149.7; center = 1217.5, 1184.2, 846.9, 843.15; for WT, ∆M, ∆Bi, and ∆P respectively. Bounds of boxes show the 25th and 75th percentiles. Whiskers extend 1.5 times the interquartile range. **e** Survival plot per genotype. **f** Representative images of three weeks old viable IG-CGI^ΔP^ pup and wild-type (WT) littermate. **g**, **h** Methylation analysis by bisulfite pyrosequencing of three regulatory elements in embryos of all genotype groups. Inferred allele-specific methylation status based on SNPs (letters in lollipops) is depicted below. **g** N_WT_ = 6,7; N_ΔM_ = 9,7; N_ΔBi_ = 3,5; N_ΔP_ = 11,17 biologically independent embryos for E8.5 and E18.5, respectively. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (IG-CGI^∆M^: *p* = 3.71e-11 (E8.5), *p* = 1.1e-7 (E18.5) for IG-CGI. IG-CGI^∆Bi^: *p* = 9.2e-5 (E8.5), *p* = 0.001 (E8.5), and *p* = 0.0001 (E18.5) for IG-TRE and Gtl2-DMR, respectively. IG-CGI^∆P^: *p* = 1.03e-9 (E8.5) and *p* = 3.48e-24 (E18.5), *p* = 1.34e-6 (E8.5), *p* = 1.39e- (E8.5), and *p* = 6.7e-10 (E18.5) for IG-CGI, IG-TRE, and Gtl2-DMR, respectively). **h** Number of surviving pups and controls *N* = 3, 4, biologically independent animals respectively. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (*p* = 4.58e-9 for IG-CGI). Data are presented as mean values ± SD (**g**, **h**). **i** Dot-plot depicting IG-CGI^ΔP^ embryos (*x* axis), arranged according to levels of methylation at the Gtl2-DMR (*y* axis). **j** Weights of E18.5 embryos from different genotypes plotted against Gtl2-DMR methylation values. Circled in red are individual IG-CGI^ΔP^ embryos with >900 mg weight, corresponding to higher Gtl2-DMR methylation levels in **i**; N_WT_ = 4, N_ΔM_ = 3, N_ΔP_ = 14, and N_ΔBi_ = 2 biologically independent embryos. Pearson’s correlation coefficient = 0.59523.

Here, we address the hierarchical interplay between the regulatory elements in this region by combining mouse models with complementary deletions, correlating allele-specific methylation, gene expression, and phenotypical outcome. The relationship between the regulatory hierarchy of these elements and the resulting epigenetic states on the two parental chromosomes has broader implications for our understanding of interactive regulatory modules in *cis*. Importantly, our data show that irrespective of the parental origin and epigenetic landscape of the IG-DMR, normal development strictly depends on maintaining a balanced expression between genes in the Dlk1-Dio3 locus, rather than parent-of-origin specific expression. Our work thereby provides a conceptual framework for understanding the emergence of epigenetic mechanisms controlling parent-specific gene expression.

## Results

### Paternal, but not maternal deletion of the IG-CGI results in perinatal lethality

We utilized CRISPR/Cas9 in mESCs to introduce LoxP sites flanking the CGI located at the 5′ portion of the IG-DMR (hereinafter termed IG-CGI^f^), which were subsequently used to generate transgenic mice (Fig. 1b and Supplementary Fig. 1a, b). To assess the impact of parent-specific deletion of the IG-CGI on embryonic development, IG-CGI^f/f^ mice were crossed with a transgenic strain expressing Cre recombinase under the germline-specific Vasa promoter. F1 mice from this cross are heterozygous for the deleted allele, but only in their germ cells. In turn, crossing F1 mice generated offspring with either paternal (IG-CGI^ΔP^), maternal (IG-CGI^ΔM^), or biallelic(IG-CGI^ΔBi^) deletions of the IG-CGI (Supplementary Fig. 1c–e). Consistent with recent results^15^, we observed noticeable size differences between the genotypes at embryonic day (E)18.5 (Fig. 1c and Supplementary Fig. 2a). While embryos with paternal or biallelic deletions were smaller and weighed less compared to wild-type (WT) counterparts, embryos with maternal deletion were indistinguishable from wild-type (Fig. 1d and Supplementary Fig. 2b). Size differences were also evident in placentas, with embryos harboring paternal and biallelic deletions exhibiting significantly reduced placental weight (Supplementary Fig. 2c). To identify potential tissue level perturbations, we next performed a histological survey on embryonic and extra-embryonic tissues derived from E18.5 IG-CGI^ΔP^ and WT littermates. This analysis did not detect any gross cellular or morphological defects in IG-CGI^ΔP^ or IG-CGI^ΔBi^ embryos relative to wild-type and IG-CGI^ΔM^ embryos, with the possible exception of dorsal brown fat, which appeared reduced in volume in IG-CGI^ΔP^ embryos (Supplementary Fig. 2d). Yet, we noted that this reduction in brown fat content was variable between embryos and tissue sections from different areas. Finally, while the overall structure of the placentas appeared intact in mutants compared to controls, we identified a marked reduction in absolute thickness of the labyrinthine layer (Supplementary Fig. 2e, f).

Monitoring postnatal survival identified that the vast majority of IG-CGI^ΔP^ and IG-CGI^ΔBi^ neonates die within the first 24 hours. This was in contrast to IG-CGI^ΔM^ mice, which displayed normal long-term survival, were fertile, and lacked apparent developmental defects (Fig. 1e and Supplementary Fig. 2g). Surprisingly, we found that out of 17 litters and 62 WT littermates, 4 IG-CGI^ΔP^ and 2 IG-CGI^ΔBi^ neonates survived and matured (Fig. 1f and Supplementary Fig. 2g). Together, our results confirmed the requirement of an intact paternal IG-CGI for normal mouse development. While our analysis could not identify major physiological defects in IG-CGI^ΔP^ or IG-CGI^ΔBi^ embryos, both variations in brown fat content^23^ and alterations in placenta structure and function could account for the perinatal lethality observed in these mutants.

### Paternal IG-CGI methylation is essential for the establishment of downstream DMRs

Parent-specific deletion of the IG-CGI offers a unique opportunity to study its role in establishing the regulatory landscape of this locus. To this end, we mated IG-CGI^f/f^ with VASA-Cre mice to generate offspring with a deletion on either of the parental alleles in the germ cells in a C57BL/6 J background. These mice were subsequently reciprocally crossed with CAST/EiJ mice (Supplementary Fig. 1c–e). The resulting hybrid offspring allow the analysis of gene expression and DNA methylation at allelic resolution due to the high-density single nucleotide polymorphisms (SNPs) between these two strains. We used post-bisulfite pyrosequencing and PCR cloning analysis to assess methylation in post-implantation embryos. 

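Methylation of the locus was also measured by PBAT capture, an assay in which genomic DNA is treated with bisulfite, made into a sequencing library by post-bisulfite adaptor tagging and enriched for chosen loci by hybridization with RNA probes. These libraries are a separate measurement from the pyrosequencing of Fig. 1g–i, and the sample labels do not link their animals to those of Fig. 1. In all, 40 libraries from 27 animals, counted by their labels, were analysed here, each library holding 1 animal and 1 region. The description of the series counts fewer IG-CGI ΔP animals than the labels name, and the difference is not explained. At E18.5, the IG-DMR was captured in 2 WT, 2 IG-CGI ΔM and 7 IG-CGI ΔP embryos, and the Gtl2-DMR in the same embryos and in 5 IG-CGI ΔBi embryos. At P21, both regions were captured in 1 WT pup and 1 IG-CGI ΔP pup. At E8.5, 9 IG-CGI ΔP embryos were captured, 3 with the region labelled Gtl2-DMR and 6 with the region labelled IG-DMR. The 6 libraries labelled IG-DMR list 105 CpG values, of which 105 lie in the Gtl2-DMR and 0 in the IG-DMR, so no IG-DMR level is given for E8.5. The sample labels give tail as the tissue at E8.5, whereas the paper names whole embryos. The labels also assign each E18.5 embryo to clone115 or clone74, and these were treated as batches. The authors deposited the percent methylation of each CpG in each library. No read counts or coverage accompany the percentages, so the depth of every library is unknown and no confidence interval is given. A percentage can set a least number of reads for its CpG, and these least numbers were not derived here. The paper's text does not name the aligner, the methylation caller, the genome build or a coverage filter. IG-DMR libraries list between 28 and 33 CpGs of the region, and Gtl2-DMR libraries between 9 and 25. The labels do not say which of the IG-DMR CpGs belong to the IG-CGI or the IG-TRE, so the IG-DMR was analysed as 1 region. A deleted allele gives no reads, so at any captured CpG inside the deleted IG-CGI the level is that of the remaining allele. IG-DMR differences between genotypes can therefore reflect which allele remains. Each animal's level was the mean percent over its listed CpGs, in which a CpG read on few molecules weighs as much as a deeply read CpG. Groups were compared by exact two-sided permutation tests on these levels.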

To control for developmentally associated changes in IG-DMR methylation, we analyzed bulk DNA and RNA from E8.5 whole-embryos or E18.5 tails, both shown to exhibit intact imprinting in WT^24^. At E8.5, mutant embryos appeared phenotypically indistinguishable from WT embryos, displaying similar size, clear headfolds, heart rudiment, and first somites (Supplementary Fig. 3a). Bulk methylation measurements confirmed intermediate levels in the IG-CGI of WT embryos, corresponding to paternal, but not maternal, allelic methylation (Fig. 1g and Supplementary Fig. 3b). Methylation on the IG-TRE and Gtl2-DMR was likewise exclusively methylated on the paternal allele (Fig. 1g and Supplementary Fig. 3b). In IG-CGI^ΔM^ mutant embryos, the IG-CGI was fully methylated, reflecting the absence of the maternal copy, but downstream methylation at the IG-TRE and Gtl2-DMR remained unchanged and retained monoallelic methylation. In contrast, IG-TRE and Gtl2-DMR methylation levels decreased significantly in IG-CGI^ΔP^/IG-CGI^ΔBi^ mutant embryos (Fig. 1g and Supplementary Fig. 3c, d). 

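In the PBAT capture libraries, Gtl2-DMR methylation of E8.5 IG-CGI ΔP embryos was 8.96% ± 6.21 (SD, n = 3), with 5.88%, 4.89% and 16.1% in the individual embryos. These levels can rest on few CpGs. In the embryo at 5.88%, 16 of the 17 listed CpGs were at 0% and 1 was at 100%. With the median over CpGs in place of the mean, the 3 embryos averaged 2.00%. Over all 9 E8.5 IG-CGI ΔP libraries whose CpGs lie in the Gtl2-DMR, a set chosen after the values were seen, the mean was 9.17% ± 5.67 (SD, n = 9) and the range was 2.54% to 16.9%. The 3 E8.5 embryos differed from 7 E18.5 IG-CGI ΔP embryos by -3.58 percentage points, which is less than the spread between embryos (exact two-sided permutation test over 120 splits, p = 0.625). The 2 alternatives that moved this difference most did so in opposite directions, to -7.15 percentage points without the E8.5 embryo at 16.1%, and to -0.139 with only the 11 CpGs listed in every library compared. WT and IG-CGI ΔBi libraries of E8.5 were not analysed here, so no decrease relative to WT was tested at this stage.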

A similar overall trend was observed for the IG-CGI and Gtl2-DMR in E18.5 embryos (Fig. 1g and Supplementary Fig. 4a). However, a notable exception was the accumulation of variable methylation levels at the IG-TRE region on both parental alleles in E18.5 IG-CGI^ΔP^ embryos (Supplementary Fig. 4a). 

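By PBAT capture at E18.5, IG-DMR methylation was 50.9% ± 1.68 in WT (SD, n = 2) and 81.1% ± 7.15 in IG-CGI ΔM embryos (SD, n = 2). In the 7 embryos labelled IG-CGI ΔP it was 24.0% ± 33.0 (SD, n = 7), with a median of 17.9%. Of these 7 embryos, 6 had between 2.31% and 24.2% and lay below both WT embryos, whereas the library labelled IG-CGI ΔP of clone115 embryo 8 had 95.9%. The difference between IG-CGI ΔP and WT was -26.9 percentage points and did not exceed the spread between embryos (exact two-sided permutation test over 36 splits, p = 0.25). Leaving out clone115 embryo 8 moved this difference most, to -38.9 percentage points (exact two-sided permutation test over 28 splits, p = 0.0357). Within clone74, 5 IG-CGI ΔP embryos had 10.9% ± 10.6 (SD, n = 5) against 49.7% in 1 WT embryo, and within clone115, 2 IG-CGI ΔP embryos had 56.9% ± 55.1 (SD, n = 2, embryo 8 and 1 embryo at 17.9%) against 52.1% in 1 WT embryo. Both IG-CGI ΔM embryos lay above both WT embryos, by 30.2 percentage points on average (exact two-sided permutation test, p = 0.333, the smallest p that 2 embryos against 2 allow). The difference of 57.1 percentage points between IG-CGI ΔM and IG-CGI ΔP had p = 0.0833 in the exact two-sided permutation test over 36 splits. The paper explains full IG-CGI methylation in IG-CGI ΔM embryos by the missing maternal copy. Where captured CpGs lie in the deleted IG-CGI, these differences would show which allele was read, and not a change in its methylation.

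Gtl2-DMR methylation was 26.6% ± 0.286 in WT (SD, n = 2), 36.2% ± 8.55 in IG-CGI ΔM (SD, n = 2), 12.5% ± 11.6 in IG-CGI ΔP (SD, n = 7) and 3.45% ± 4.37 in IG-CGI ΔBi embryos (SD, n = 5). IG-CGI ΔBi differed from WT by -23.1 percentage points, and all 5 embryos lay below both WT embryos (exact two-sided permutation test over 21 splits, p = 0.0476, the smallest p these groups allow). This p did not pass 0.05 when labels were permuted only within clones (exact two-sided permutation test over 12 arrangements, p = 0.0833, the smallest possible). IG-CGI ΔP differed from WT by -14.0 percentage points, with 5 of 7 embryos below both WT embryos and 2 above both (exact two-sided permutation test, p = 0.278). The places of single embryos depended on the CpGs. With only the 9 CpGs listed in every E18.5 library, all 7 lay below both WT embryos. With the 13 CpGs listed in every library of these 2 groups, the difference was -17.3 percentage points (exact two-sided permutation test, p = 0.167). Within clone115 the IG-CGI ΔP mean was 16.3% ± 16.1 (SD, n = 2) against 26.8% in WT, and within clone74 it was 11.0% ± 11.3 (SD, n = 5) against 26.4% in WT. The difference between IG-CGI ΔBi and IG-CGI ΔP was -9.09 percentage points (exact two-sided permutation test over 792 splits, p = 0.143). IG-CGI ΔM exceeded WT by 9.63 percentage points, and 2 embryos per group cannot give an exact permutation p under 0.333. The size of this difference depended on single embryos, at 3.58 without IG-CGI ΔM clone115 embryo 3 and 15.7 without IG-CGI ΔM clone74 embryo 5. After Benjamini-Hochberg adjustment over the family of 11 comparisons of group means in these libraries, none of the comparisons between individual E18.5 genotypes passed 0.05, and the adjusted p for IG-CGI ΔBi against WT was 0.262 (exact permutation tests).

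**Figure D1:**
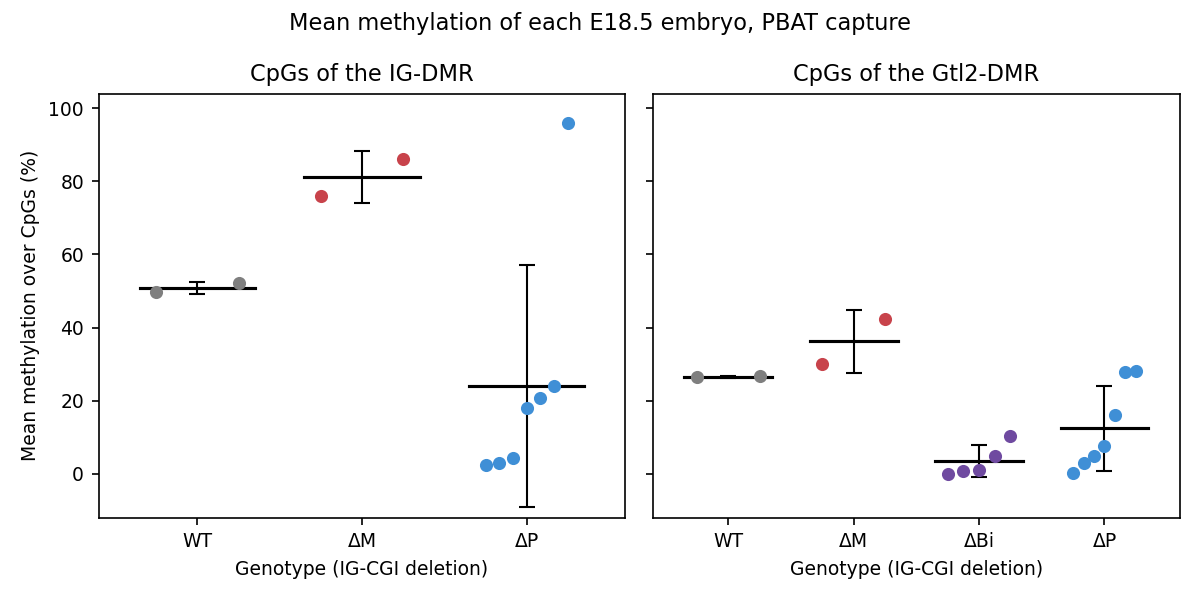
Mean methylation in percent of each E18.5 embryo over the CpGs of the IG-DMR (left) and the Gtl2-DMR (right), by genotype. Points are embryos, horizontal lines are group means and error bars are SD. In the IG-DMR, 6 of the 7 IG-CGI ΔP embryos sit at or below 24.2% and 1 sits at 95.9%.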

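Grouped by the paternal copy of the IG-CGI, the E18.5 PBAT capture libraries comprise 12 embryos in which it was deleted (IG-CGI ΔP and IG-CGI ΔBi) and 4 in which it was intact (WT and IG-CGI ΔM). Gtl2-DMR methylation was 8.76% ± 10.1 with the paternal copy deleted (SD, n = 12) and 31.4% ± 7.44 with it intact (SD, n = 4). The difference was -22.6 percentage points, and 10 of the 12 embryos lay below all 4 embryos with an intact paternal copy (exact two-sided permutation test over 1820 splits, p = 0.0033, with a Benjamini-Hochberg adjusted p of 0.0363 over 11 comparisons). When labels were permuted only within clones, p was 0.00529 (exact two-sided permutation test over 756 arrangements). The alternative that moved the difference most, the use of only the 9 CpGs listed in every library compared, gave -29.7 percentage points. There p was 0.000549, the smallest p these groups allow (exact two-sided permutation test over 1820 splits). With these CpGs, all 12 embryos with the paternal copy deleted thus lay below all 4 with it intact. The IG-TRE was not analysed as a region of its own here.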

Together, our findings indicate that methylation at the IG-TRE and Gtl2-DMR on the paternal chromosome is dependent on the primary methylation marking of the paternal IG-CGI.

### Gtl2-DMR methylation levels correlate with IG-CGI^ΔP^ embryo weight and survival

We next analyzed methylation levels associated with the three regulatory elements in surviving IG-CGI^ΔP^ pups. Compared to both IG-CGI^ΔP^ and IG-CGI^ΔBi^ E18.5 mutant embryos, the IG-CGI and IG-TRE maintained similar levels of methylation. 

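PBAT capture covered the IG-DMR in 1 P21 pup labelled IG-CGI ΔP and in 1 WT pup, so the pups have no replicate error. The mean over 29 CpGs was 95.5% in the pup labelled IG-CGI ΔP, and the mean over 30 CpGs was 32.2% in the WT pup. The level of the pup labelled IG-CGI ΔP was 71.5 percentage points above the mean of the 7 E18.5 IG-CGI ΔP embryos, within their range because of clone115 embryo 8 (exact two-sided permutation test, p = 0.25, where 1 pup against 7 embryos cannot give less than 0.125). With clone115 embryo 8 left out, the difference was 83.5 percentage points. IG-DMR libraries of IG-CGI ΔBi embryos were not analysed here.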

But intriguingly, methylation at the secondary Gtl2-DMR increased substantially (Fig. 1h). 

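In the Gtl2-DMR, the P21 pup labelled IG-CGI ΔP had a mean of 73.3% over 17 CpGs by PBAT capture, and the WT pup had 30.6% over 16 CpGs. The pup labelled IG-CGI ΔP lay above all 7 E18.5 IG-CGI ΔP embryos, 60.8 percentage points above their mean (exact two-sided permutation test, p = 0.125, the smallest p that 1 pup against 7 embryos allows). With only the 11 CpGs listed in every library compared, the alternative that moved it most, the difference was 69.9 percentage points. The same pup's IG-DMR level was high, unlike that of 6 of the 7 E18.5 IG-CGI ΔP embryos.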

We, therefore, hypothesized that methylation levels at the Gtl2-DMR may positively correlate with improved phenotype. Considering the low survival rates of IG-CGI^ΔP^ neonates (4/55), we asked whether variable methylation levels may already exist between prenatal embryos from a similar genotype and whether such changes may correlate with detectable phenotypical differences. 

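Individual E18.5 IG-CGI ΔP embryos differed in Gtl2-DMR methylation by PBAT capture. In clone74, the mean over CpGs was 28.1% in embryo 3, 16.0% in embryo 2, 7.75% in embryo 4, 3.12% in embryo 8 and 0.151% in embryo 7. In clone115, it was 27.7% in embryo 8, the embryo with the high IG-DMR level, and 4.91% in embryo 1. A level of 20% was exceeded by 2 of the 7 embryos, or 28.6%. With a threshold of 15% the number was 3, with 25% it was 2, and with the median over CpGs in place of the mean it was 1. Which embryos exceeded 20% also depended on the CpGs used. Of the CpGs listed in every E18.5 library, the 3 with the highest positions gave 23.6% in clone74 embryo 4. They gave 13.6% in clone74 embryo 3 and 35.0% in clone115 embryo 8. Each embryo has 1 library of unknown depth, so the precision of a single embryo's value is not known.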

Variation in Gtl2-DMR methylation levels was detected between individual E18.5 IG-CGI^ΔP^ embryos, with 3 out of 14 embryos exhibiting significantly increased methylation (>20%; Fig. 1i and Supplementary Fig. 4b). This was in contrast to IG-CGI and IG-TRE regions which overall appeared less variable (Supplementary Fig. 4b). 

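For the 7 E18.5 IG-CGI ΔP embryos captured in both regions, the SD over embryos was smaller in the Gtl2-DMR than in the IG-DMR, with a ratio of 0.352 (exact two-sided permutation test swapping each embryo's pair of deviations, p = 0.156). Without clone115 embryo 8, whose library is labelled IG-CGI ΔP, the SD was 9.94 percentage points in the IG-DMR and 10.4 in the Gtl2-DMR, a ratio of 1.04 (exact two-sided permutation test over 64 swaps, n = 6, p = 1). Across the 7 embryos, IG-DMR and Gtl2-DMR methylation had a Pearson's r of 0.371 (exact two-sided permutation test, p = 0.497) and a Spearman's rho of -0.464 (exact two-sided permutation test, p = 0.302). The Benjamini-Hochberg adjusted p over these 2 coefficients was 0.497 for each. Without the 2 embryos farthest from the median IG-DMR level, clone115 embryo 8 and clone74 embryo 3, r was -0.895 (n = 5, exact two-sided permutation test, p = 0.00833, the smallest p that 5 embryos allow), which is opposite in sign to r over all embryos. Without clone115 embryo 8 alone, r was -0.819 (n = 6, exact two-sided permutation test, p = 0.0181), and without clone74 embryo 3 alone it was 0.703 (n = 6, exact two-sided permutation test, p = 0.167). Within clone74, r was -0.807 (n = 5, exact two-sided permutation test, p = 0.108), and clone115 holds only 2 of the embryos.

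**Figure D2:**
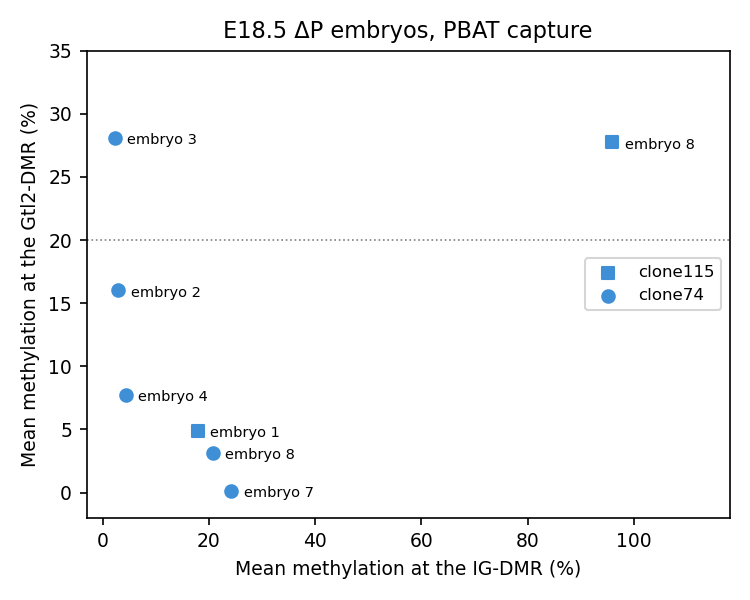
Mean methylation in percent of each E18.5 IG-CGI ΔP embryo in the IG-DMR (horizontal axis) and the Gtl2-DMR (vertical axis), with squares for clone115, circles for clone74 and a dotted line at 20%. Clone115 embryo 8 and clone74 embryo 3 lie above the line, at IG-DMR levels of 95.9% and 2.31%.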

Next, we analyzed WT, IG-CGI^ΔM^, IG-CGI^ΔBi^, and IG-CGI^ΔP^ embryos at E18.5 for methylation on all three regulatory elements and recorded their weights. This analysis identified a correlation between Gtl2-DMR methylation levels and embryo weight, with the three embryos exhibiting >20% methylation also demonstrating increased weights (>900 mg; Fig. 1j). It is noteworthy that analyzing F1 hybrid IG-CGI^ΔP^ embryos at E18.5, identified that gain in Gtl2-DMR methylation occurred on both alleles independent of their parent-of-origin (Supplementary Fig. 4c).

Hence, taken together, while most embryos harboring a paternal deletion of the IG-CGI die around birth, we identified variable weights in prenatal embryos and a few instances of neonates that developed to adulthood. This phenotype was correlated with stochastic accumulation of methylation on both alleles of the Gtl2-DMR but not in IG-TRE DMR, which showed elevated methylation in all E18.5 embryos, irrespective of their weights and suggested a hierarchy of epigenetic events involving the three regulatory elements.

### Relationship between allele-specific expression and phenotypic variation in mutant embryos

Changes in DNA methylation at the three regulatory regions are predicted to affect the allelic expression of genes in the Dlk1-Dio3 locus. To systematically quantify this, we performed both bulk and allele-specific expression analysis on E8.5 F1 hybrid embryos harboring parent-specific deletions of the IG-CGI. Expression of *Dlk1* was significantly reduced in IG-CGI^ΔP^ and IG-CGI^ΔBi^ embryos compared to WT or IG-CGI^ΔM^ in which it is predominantly expressed from the paternal allele (Fig. 2a). Reciprocally, maternal genes (*Gtl2*, *Rian*, and *Mirg*) were upregulated in IG-CGI^ΔP^ and IG-CGI^ΔBi^ embryos compared to controls, as a result of switching to biallelic expression (Fig. 2a). Nearly identical results were found when comparing E18.5 embryos from the four different genotypes (Fig. 2b). Given the confirmed relationships between genotype, epigenetic state of regulatory elements, and gene expression effects, we next addressed whether the expression ratio between genes in the locus could predict phenotypic outcome as measured by embryonic weight in E18.5. We collected embryos from the four different genotypes and plotted the expression values of *Dlk1* and *Gtl2* per individual embryo. Overall, this analysis robustly distinguished IG-CGI^ΔP^ or IG-CGI^ΔBi^ embryos and control WT or IG-CGI^ΔM^ embryos (Fig. 2c). Moreover, it also uncovered a subset of IG-CGI^ΔP^ embryos (3/15) that exhibited higher *Dlk1* to *Gtl2* expression ratios corresponding to increased weight values (>900 mg; Fig. 2d and Supplementary Fig. 4d). Finally, a tight correlation in the expression patterns of *Gtl2* and the associated transcripts, *Rian*, and *Mirg* was observed across the 4 different genotypes, strengthening the established notion that these maternally expressed transcripts are co-regulated (Fig. 2e, f). Together, our analysis identified correlations between changes in gene dosage and developmental phenotypes. Whereas biallelic expression of *Gtl2* and repression of *Dlk1* are associated with reduced weight and early postnatal lethality, de novo compensatory methylation at the Gtl2-DMR is shown to result in an increased *Dlk1* to *Gtl2* expression ratio, increased body weight, and improved outcome.

**Fig. 2:**
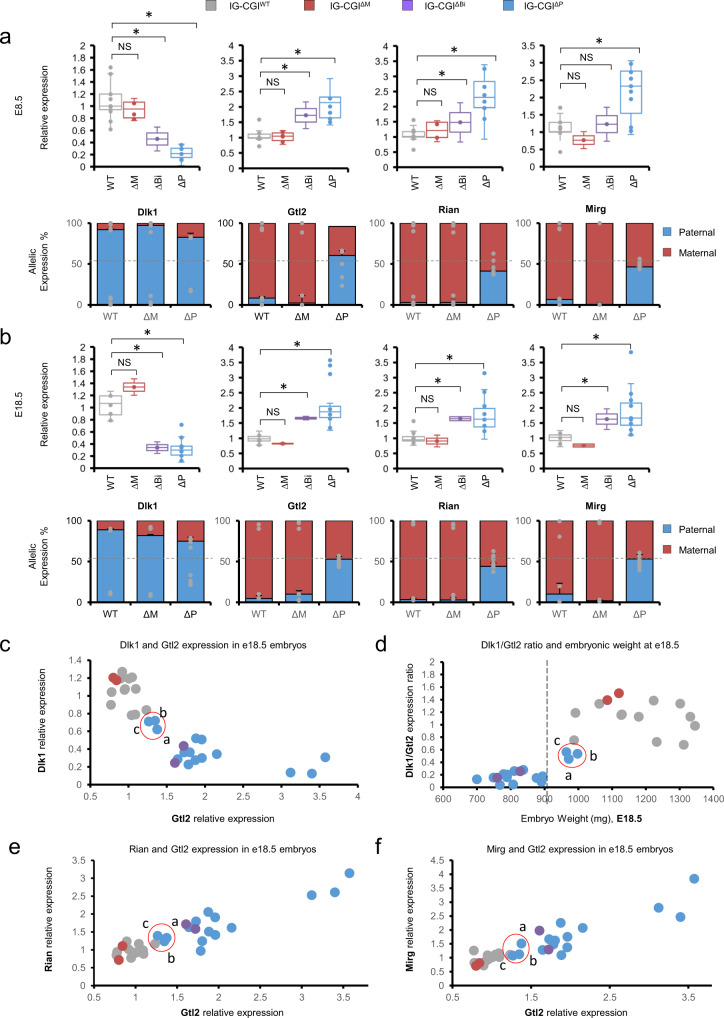
Gene expression effects following the parent-specific deletion of IG-CGI. **a** Box-plots represent quantitative real-time PCR (qRT-PCR) analysis of representative genes in the Dlk1-Dio3 region in E8.5 embryos from different genotypes. Shown is mean relative fold change ± s.d; N_WT_ = 20, N_ΔM_ = 6, N_ΔBi_ = 3, N_ΔP_ = 12 biologically independent embryos. Column graphs represent a relative allelic expression of the Dlk1-Dio3 genes, as measured by pyro SNP analysis (N_WT_ = 6, N_ΔM_ = 5, N_ΔP_ = 5 biologically independent embryos). Dlk1 Box plot minima = 0.6, 0.76, 0.26, 0.02; maxima = 1.64, 1.13, 0.66, 0.37; center = 1, 0.95, 0.46, 0.22. Gtl2 Box plot minima = 0.72, 0.78, 1.29, 1.41; maxima = 1.58, 1.23, 2.16, 2.92; center = 1, 1.05, 1.73, 2.14. Rian Box plot minima = 0.57, 0.84, 0.83, 0.93; maxima = 1.56, 1.53, 2.13, 3.38; center = 1.02, 1.22, 1.48, 2.31. Mirg Box plot minima = 0.43, 0.52, 0.74, 0.93; maxima = 1.71, 1.01, 1.72, 3.06; center = 1.02, 0.77, 1.23, 2.33; for WT, ∆M, ∆Bi, and ∆P, respectively. Bounds of boxes show the 25th and 75th percentiles. Whiskers extend 1.5 times the interquartile range. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (Dlk1 ∆Bi: *p* = 0.002; ∆P: *p* = 7.5e-11. Gtl2 ∆Bi: *p* = 2.8e-5; ∆P: *p* = 5.2e-10. Rian ∆Bi: *p* = 0.03; ∆P: *p* = 2.6e-8. Mirg ∆P: *p* = 0.0002). **b** Identical analysis as in **a**, performed in E18.5 embryos; N_WT_ = 12, N_ΔM_ = 3, N_ΔBi=_3, N_ΔP_ = 15 biologically independent embryos in qRT-PCR box-plots; Dlk1 Box plot minima = 0.78, 1.2, 0.24, 0.1; maxima = 1.27, 1.47, 0.44, 0.72; center = 1.07, 1.34, 0.34, 0.3. Gtl2 Box plot minima = 0.77, 0.8, 1.61, 1.27; maxima = 1.23, 0.84, 1.72, 3.57; center = 0.98, 0.82, 1.66, 1.88. Rian Box plot minima = 0.77, 0.72, 1.58, 0.97; maxima = 1.56, 1.1, 1.71, 3.14; center = 0.95, 0.91, 1.65, 1.63. Mirg Box plot minima = 0.72, 0.71, 1.29, 1.09; maxima = 1.25, 0.81, 1.97, 3.84; center = 1.02, 0.76, 1.63, 1.67; for WT, ∆M, ∆Bi and ∆P, respectively. Bounds of boxes show the 25th and 75th percentiles. Whiskers extend 1.5 times the interquartile range. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (Dlk1 ∆Bi: *p* = 1.57e-5; ∆P: *p* = 4.4e-11. Gtl2 ∆Bi: *p* = 1.16e-6; ∆P: *p* = 3.13e-5. Rian ∆Bi: *p* = 0.0002; ∆P: *p* = 0.0002. Mirg ∆Bi: *p* = 0.0002; ∆P: *p* = 0.0003). *N* = 5 biologically independent embryos per genotype group for allelic expression column graphs. **c**–**f** qRT-PCR based relative expression values of genes in the Dlk1-Dio3 region normalized to WT, measured in E18.5 embryos. Circled in red are IG-CGI^ΔP^ embryos with >900 mg weight. Dot colors indicate genotype as in **a**, **b**. Pearson’s correlation coefficient = −0.6807 (**c**), 0.7477 (**d**), 0.8860 (**e**), 0.8858 (**f**).

### Synthesis of gene dosage effects between two distinct IG-DMR mouse deletion models

In light of the findings described above and the enhanced understanding of the parent-specific regulatory landscape, we attempted to solve a puzzling and apparently contradictory characteristic of the two different deletion models: in the current study, maternal deletion of the IG-CGI is inconsequential for both gene expression, development and survival, while paternal deletion causes dysregulation in gene expression and is typically lethal. However, deletion of the entire IG-DMR^13,14^, which includes both the IG-CGI and IG-TRE, is characterized by similar deleterious effects when the maternal copy is deleted, while the paternal deletion is inconsequential (Fig. 3). Synthesizing the result of the two genetic models shows that normal development cannot occur with a biallelic expression of maternal genes and repression of *Dlk1* or with a biallelic expression of *Dlk1* and repression of maternal transcripts (Fig. 3). Independent of the genetic and epigenetic state of the IG-DMR, in both models as in WT, concurrent monoallelic expression of *Dlk1* and maternal transcripts is consistent with normal development. This raises the question of whether it is an expression from the appropriate parental chromosome or a balanced expression between genes per se that is required for postnatal survival. We, therefore, set out to unequivocally distinguish between these two scenarios using a genetic model incorporating the IG-DMR deletion.

**Fig. 3:**
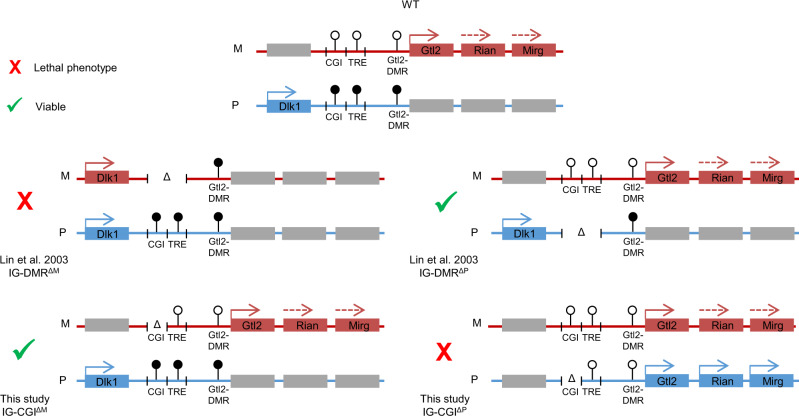
Comparing epigenetic and allelic effects between two IG-DMR mouse deletion models. Colored boxes represent expressions from maternal (red) and paternal (blue) alleles. Gray boxes represent allelically-repressed genes. Lollipops represent methylated (black) and unmethylated (white) regulatory elements.

### Generation of viable mice carrying inverted allelic gene expression

Crossing IG-CGI^Δ/WT^ males with IG-DMR^Δ/WT^ females are predicted to generate a scenario of double deletion in a quarter of the embryos leading to flipped imprinting regulation, with maternal genes expressed from the paternal allele and vice versa (See Fig. 4a and breeding strategy in Supplementary Fig. 5a). We hypothesized that inheritance of both altered alleles, each on its own associated with postnatal lethality, would lead to viable pups if balanced gene dosage was paramount over parent-of-origin regulation and expression. To this end, we crossed IG-CGI^Δ/WT^ males with IG-DMR^Δ/WT^ females and obtained 18 pups, of which seven were genotyped as IG-DMR^ΔM^; IG-CGI^ΔP^ doubles deletions. Remarkably, these pups developed normally, were viable, and did not exhibit any overt deficiencies. This, is in contrast to isolated single deletion IG-DMR^ΔM^ and IG-CGI^ΔP^ littermates that did not survive postnatally (Fig. 4b). Notably, IG-DMR^ΔM^; IG-CGI^ΔP^ double deletion males were ~20% lighter on average than WT males by four weeks, while females were overall indistinguishable in weight (Supplementary Fig. 5c, d). The reciprocal cross of IG-CGI^Δ/WT^ females with IG-DMR^Δ/WT^ males resulted in viable offspring from all genotypes including double deletion pups. This is expected since mice harboring single deletions are viable (Supplementary Fig. 5b. *N* = 8, 10, 6 for IG-DMR^ΔP^, IG-CGI^ΔM^ and IG-DMR^ΔP^; IG-CGI^ΔM^ respectively).

**Fig. 4:**
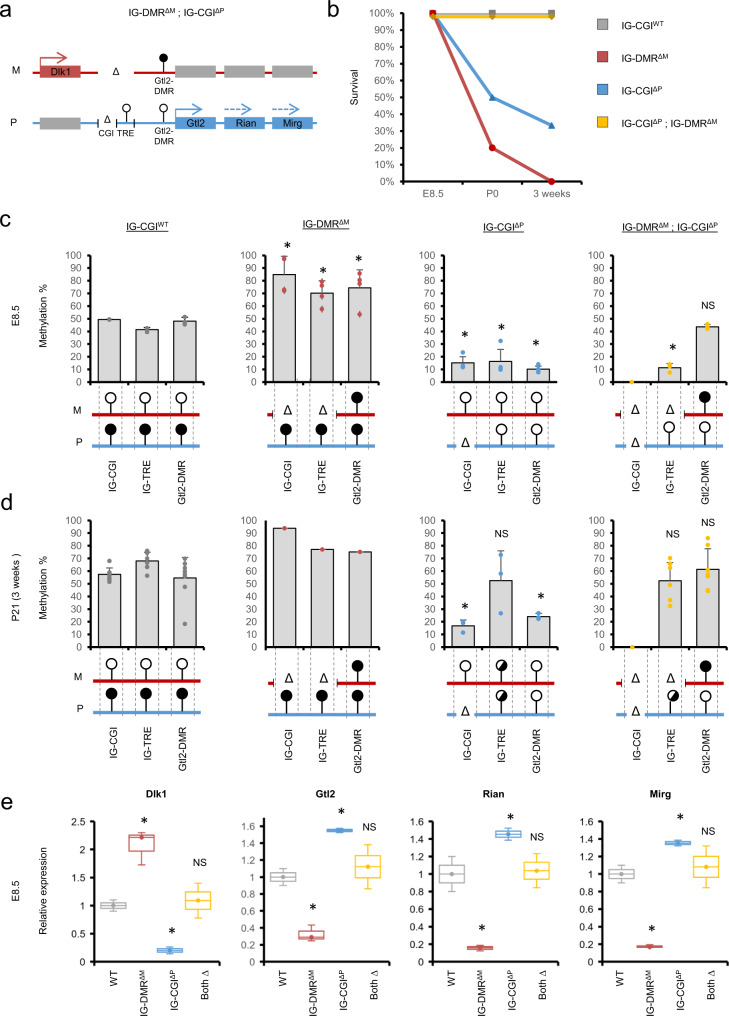
Generation of a mouse model carrying balanced, inverted regulation of allele-specific expression. **a** Schematic representation of the predicted outcome of crossing IG-CGI^ΔP^ and IG-DMR^ΔM^ mouse strains. **b** Survival plots of different genotype groups. **c**, **d** Methylation analysis of the three regulatory elements using bisulfite pyrosequencing in E8.5 embryos (**c**) and P21 (3 weeks) postnatal pups (**d**). N(WT) = 3,8, N(IG-DMR^ΔM^) = 4,1, N(IG-CGI^ΔP^) = 4,3, N(IG-DMR^ΔM^; IG-CGI^ΔP^) = 3,7 biologically independent embryos for E8.5 and P21 postnatal pups, respectively. Data are presented as mean values ± SD. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (IG-DMR^∆M^: *p* = 0.002, *p* = 0.001, *p* = 0.01 for IG-CGI, IG-TRE, and Gtl2-DMR, respectively. IG-CGI^∆P^: *p* = 1.72e-5 (E8.5) and *p* = 6.66e-7 (P21), *p* = 0.003 (E8.5), *p* = 9.15e-7 (E8.5), *p* = 0.01 (P21) for IG-CGI, IG-TRE and Gtl2-DMR respectively. IG-DMR^ΔM^; IG-CGI^ΔP^: *p* = 1.15e-6 for IG-TRE at E8.5). **e** qRT-PCR analysis of representative genes in the Dlk1-Dio3 region in E8.5 embryos of different genotype groups. *N* = 3 biologically independent embryos per group, colored as in **b**. Dlk1 Box plot minima = 0.9, 1.72, 0.14, 0.78; maxima = 1.1, 2.3, 0.26, 1.4; center = 1, 2.21, 0.2, 1.09. Gtl2 Box plot minima = 0.9, 0.25, 1.52, 0.86; maxima = 1.1, 0.43, 1.58, 1.38; center = 1, 0.29, 1.55, 1.12. Rian Box plot minima = 0.8, 0.12, 1.39, 0.84; maxima = 1.2, 0.19, 1.52, 1.23; center = 1, 0.16, 1.45, 1.04. Mirg Box plot minima = 0.9, 0.16, 1.32, 0.84; maxima = 1.1, 0.19, 1.39, 1.32; center = 1. 0.17, 1.35, 1.08; for WT, IG-DMR^∆M^, IG-CGI^∆P^ and IG-DMR^ΔM^;IG-CGI^ΔP^ respectively. Bounds of boxes show the 25th and 75th percentiles. Whiskers extend 1.5 times the interquartile range. NS not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (Dlk1 *p* = 0.004, 0.0003; Gtl2 *p* = 0.001, 0.0007; Rian *p* = 0.001, 0.02; Mirg *p* = 0.0001, 0.004; for IG-DMR^∆M^ and IG-CGI^∆P^ respectively).

To understand the regulatory configuration that allows these animals to develop normally, we carried out pyrosequencing-mediated DNA methylation analysis at different time points in development. Our analysis confirms that the maternal IG-DMR deletion encompassing both the IG-CGI and IG-TRE leads to a methylated Gtl2-DMR, in contrast to the maternal deletion of the IG-CGI alone we initially described (Fig. 4c, d and Fig. 1g and Supplementary Figs. 3c, 4a). This result is compatible with the IG-TRE element positively regulating maternal gene expression. When the IG-TRE element is absent, *Gtl2* is not expressed, and the region acquires de novo methylation following implantation, similar to other non-transcribed genomic regions. In IG-DMR^ΔM^; IG-CGI^ΔP^ embryos and postnatal animals, we found intermediate methylation levels at the Gtl2-DMR. Together, these results reflected the combination of maternal-to-paternal epigenotype switching on the maternal chromosome, and paternal-to maternal epigenotype switching on the paternally inherited chromosome. (Fig. 4c, d, and Supplementary Fig. 5e).

Consistent with results from IG-CGI^ΔP^ (Fig. 1g) we found that also in IG-DMR^ΔM^;IG-CGI^ΔP^ embryos and their IG-CGI^ΔP^ littermates both IG-TRE alleles were unmethylated early in development, and de novo methylation accumulated on some paternal alleles between E8.5 and E18.5. Importantly, this did not appear to affect Gtl2-DMR methylation in embryos and postnatal animals (Fig. 4c, d, and Supplementary Fig. 5e). Gene expression analysis confirmed the reciprocal gene dosage effects between IG-CGI^ΔP^ and IG-DMR^ΔM^, with the former exhibiting lower levels of *Dlk1* relative to WT littermates (~5 folds) together with elevated levels of all maternal transcripts at this locus (~1.5 folds), while the latter showing the reciprocal effects (Fig. 4e). Importantly, in agreement with this observed regulatory switch, we found that both paternal and maternal gene expression is restored to normal levels in IG-DMR^ΔM^; IG-CGI^ΔP^ double deletion embryos (Fig. 4e and Supplementary Fig. 5f). Our results, therefore highlight a fundamental requirement for balanced gene dosage in the Dlk1-Dio3 locus for proper embryonic growth and survival regardless of which parental allele genes are expressed from.

## Discussion

Regulation of imprinted gene expression is established via gamete-specific epigenetic marking that initiates distinct regulatory hubs on each parental chromosome. This differential signal influences *cis* interactions and binding of *trans*-acting factors that, in turn, determine the allelic expression of both nearby and remote genes. In this study, we dissected the sequential activity of epigenetic mechanisms that bring about parent-specific gene expression in the Dlk1-Dio3 imprinted cluster during embryonic development. We devised an experimental framework including mouse models with distinct genetic alteration in the regulatory IG-DMR and tightly controlled allelic readout from single embryos. This allowed robustly linking of epigenetically controlled changes in imprinted gene dosage to associated developmental phenotypes.

Our data suggest that methylation of the paternal IG-CGI allele provides an initial and essential signal for methylation of the IG-TRE and *Gtl2* promoter in *cis* (Fig. 5). This is supported by the unmethylated status of the IG-TRE and Gtl2-DMR in E8.5 IG-CGI^ΔP^ embryos. Synthesizing results of previous work^19^, we propose an in vivo model in which methylation of the IG-CGI triggers the transcriptional repression of a downstream enhancer element (IG-TRE), driving the expression of the *Gtl2* polycistronic transcript. During the pre-implantation period, and similar to other genomic regions that lack transcriptional activity, de novo methylation of the *Gtl2* promoter serves to permanently repress its expression from the paternal allele (Fig. 5). This model fully explains what might appear as contradictory findings by Lin et al.^13,14^. and the mouse model presented here and in a recent study^15^. In the current model, when the repressive IG-CGI element was removed from the paternal allele, the intact IG-TRE element facilitated erroneous transcription of Gtl2. But in the scenario of complete deletion of the IG-DMR, the lack of IG-TRE element precluded transcription of *Gtl2* from the paternal allele, mimicking WT situation of monoallelic expression of *Gtl2* and *Dlk1* (Fig. 3, compare right panels).

**Fig. 5:**
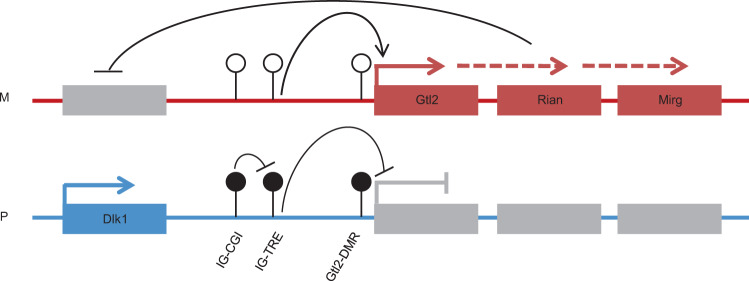
An integrated model depicting allele-specific *cis*-regulation at the Dlk1-Dio3 region. Paternal allele: the IG-CGI serves as the primary signal to repress the IG-TRE in *cis* via DNA methylation, subsequently preventing transcription of the downstream gene *Gtl2*. Following implantation, lack of *Gtl2* transcription results in de novo methylation of the Gtl2-DMR ensuring its repression and allowing *Dlk1* expression from the same chromosome. Maternal allele: unmethylated, the IG-TRE element promotes the downstream transcription of the *Gtl2* polycistronic transcript, which in turn prevents accumulation of de novo methylation on the Gtl2-DMR. Our data are most consistent with the *Gtl2* polycistronic transcript repressing Dlk1 in cis via a yet uncharacterized mechanism.

While genetic depletion of the IG-TRE is sufficient to induce transcriptional silencing and methylation of the *Gtl2* promoter, it remains to be determined whether methylation of the IG-TRE plays any role in modulating *Gtl2* expression. Indeed, sporadic accumulation of methylation at the IG-TRE did not affect methylation and expression of *Gtl2* in E18.5 and postnatal animals (See Figs. 1g, 4d, and Supplementary Fig. 5e). In contrast, sporadic promoter methylation was sufficient to reduce Gtl2 transcription. Therefore, it is possible that enhancer activity of IG-TRE is restricted to pre-implantation stages, after which, *Gtl2* expression is solely dependent on the epigenetic state of its promoter. In such a model, methylation of the IG-TRE and Gtl2-DMR merely reflects their transcriptional activity in different stages of development. This is in contrast to a recently proposed instructive regulation model imposed, in embryonic stem cells, by the antagonistic activity of Tet and Dnmt enzymes^16,25^.

Beyond the sequential regulatory hierarchy described above, our data strongly support the existence of a crosstalk between maternal RNAs and Dlk1 expression *in cis*. As in the WT situation, all genetic models used in this study showed exclusive expression of either the polycistronic RNA (including *Gtl2*, *Rian*, and *Mirg*) or *Dlk1*, never both, on the same chromosome. Importantly, this was irrespective of the genetic or epigenetic manipulation imposed on the IG-DMR. Deleting both IG-CGI and IG-TRE elements leads to repression of *Gtl2* and biallelic expression of *Dlk1*. Conversely, deletion of only the IG-CGI results in biallelic expression of *Gtl2* and repression of *Dlk1*. Considering the implication of long noncoding RNAs in gene silencing^22,26,27^, our model is most consistent with maternal RNAs repressing Dlk1 in *cis* (Fig. 5). This notion is further supported by previous work demonstrating that *Dlk1* knockout does not affect the dosage of other genes in the locus^23,28,29^.

Parent-specific perturbation of genes in the Dlk1-Dio3 imprinted locus was shown to exert a wide array of developmental and growth defects^12^. The intricate *cis* and *trans* interactions between genes in the locus, including those involving imprinted miRNAs^30–33^ further complicate the interpretation of phenotypes associated with genetic or epigenetic IG-DMR perturbations. For example, genetic models presented in this study do not easily predict previously shown developmental phenotypes associated with the individual knockout of either *Dlk1* or *Gtl2*^34–42^. The latter exhibits a complex parent-of-origin-dependent phenotype, with other genes in the locus variably affected depending on inheritance mode, developmental stage, and tissue analyzed^34^. Yet synthesizing results from various IG-DMR genetic manipulations presented in this study implies that rather than combined effects of individual gene perturbations, it is the balanced expression between genes and their exquisite dosage control that is crucial for normal development^23^.

Deviation from balanced gene expression, either by double-dosage of maternal RNAs and repression of *Dlk1*, or vice versa, leads to perinatal lethality. Phenotypically, it remains to be addressed whether the placenta, embryo, or combination of both contribute to the deleterious developmental effects. Indeed, damaged fetal capillaries, as reported in *Rtl1* KO placentas, could result in abnormal placenta function and cause fetal lethality^43–45^. However, our results show that compensatory methylation on *Gtl2* that partially increases the *Dlk1* to maternal gene expression ratio can further restore viability in neonates and even allow development and growth to proceed normally. More strikingly, we demonstrate that experimentally flipping the parental origin of the expression while retaining the balanced expression of genes in the locus results in synthetic rescue of the perinatal lethality presented when the same genes are expressed in a non-balanced manner. The latter results indicate that the correct parent-of-origin imprinting pattern is secondary to balanced gene dosage at this large domain containing multiple reciprocally imprinted genes. Notably, the described experimental design does not allow to distinguish whether the resulting phenotypes are caused by varying ratios between maternal to paternal genes or changes in absolute gene expression since both are most likely affected by the manipulation.

Many imprinted genes exhibit tissue-specific expression. For example, we have recently documented temporal and cell-state dependent expression dynamics of imprinted genes during mouse gastrulation^46^. In such context, when differential expression between cell types can sometimes reach a hundred folds, it is not clear how relatively mild effects of switching from monoallelic to biallelic expression can introduce significant effects. On the other hand, as exemplified for the Dlk1-Dio3 region, antagonistic effects entail the robust repression of some genes in the locus, potentially resulting in more severe effects. Intriguingly, nearly all imprinted clusters identified to date were shown to contain such reciprocal parent-specific effects, often involving noncoding RNAs and complex *cis* and *trans* interaction between genes in the region. In this respect, DNA methylation appears to serve as a primary and robust maintenance mechanism that ensures balanced expression between genes^47^. The notion that parent-of-origin is irrelevant as long as balanced gene expression is maintained in the specific developmental context has recently been shown for another imprinted locus in vivo. An intercross model of *Zdbf2* loss and gain of function similarly demonstrated that the developmental phenotype is dose-dependent and irrelevant to parent-of-origin^48^. On the other hand, allele switching at the *Peg3* domain resulted in overall similar phenotypes to the WT, but did show some differences in gene expression, suggesting potential non-redundant roles contributed by the maternal and paternal chromosomes^49^. It would be interesting to explore whether conserved imprinted loci retain balanced gene dosage at the single cell level via alternative mechanisms, in animals lacking epigenetic imprinting.

## Methods

### mESCs cell culture

V6.5 mouse embryonic stem cells (mESCs, Jaenisch lab, MIT. RRID:CVCL_C865) were cultured at 37 °C with 5% CO_2_, on plates coated with 0.2% gelatine on irradiated mouse embryonic fibroblasts (MEFs, DR4), in standard ESCs medium: (500 ml) DMEM (Gibco cat#41965-039) supplemented with 20% US certified FBS (Biological Industries cat#014-001-1 A), 10 μg recombinant leukemia inhibitory factor (LIF), 0.1 mM beta-mercaptoethanol (Gibco cat#31350-010), penicillin/streptomycin 1 mM (Biological Industries cat#03-031-1B), l-glutamine (Biological Industries cat#03-020-1B) and 1% nonessential amino acids (Biological Industries cat#01-340-1B). For chimeras mESCs were cultured on gelatin-coated plates with ESCs medium supplemented with 1 μM PD0325901 (Sigma-Aldrich cat#PZ0162) and 3uM CHIR99021 (Sigma-Aldrich cat#SML1046).

### Generation of IG-CGI floxed mESCs

To establish mESCs harboring loxP sites flanking the IG-CGI (IG-CGI^f/f^), targeting vectors and CRISPR/Cas9 plasmids were co-transfected into mESCs using Xfect mESC Transfection Reagent (Clontech Laboratories cat#631320), according to the provider’s protocol. sgRNAs and 5′ and 3′ homology arm sequences were cloned into *px330-BFP* and *px330-GFP* vectors under U6 promoter (Addgene plasmid #98750, Wu 2013). 48 hours following transfection, cells were FACS sorted for double positive BFP and GFP expression and plated on MEF feeder plates. Single colonies were further analyzed for proper and single integration and for male sex chromosomes by PCR analysis and Sanger sequencing. The sgRNAs, homology arms, and genotyping primer sequences for generating the IG-CGI^f/f^ allele are listed in Supplementary Tables 1 and 2.

### ES-Blastocyst injections and generation of IG-CGI floxed reporter mice

Blastocyst injections were performed in BDF2 diploid blastocysts, harvested from hormone-primed BDF1 4-week-old females. In brief, 4–5 week-old B6D2F1 females were hormone primed by an intraperitoneal injection of pregnant mare serum gonadotropin (PMSG, ProSpec cat#HOR-272) followed 46 hours later by an injection of human chorionic gonadotropin (hCG, Sigma-Aldrich cat#C1063-10VL). Embryos were harvested at the zygote stage and cultured in a CO2 incubator until the blastocyst stage. Approximately ten cells were injected into the blastocoel cavity of each embryo using a Piezo micromanipulator (Prime Tech cat#PMM4G). Approximately 20 blastocysts were subsequently transferred to each recipient female; the day of injection was considered as 2.5 days postcoitum (DPC). Mice were handled in accordance with institutional guidelines and approved by the Institutional Animal Care and Use Committee (IACUC).

For germline transmission, male chimera mice were mated to C57BL/6 females and the ones that gave birth to agouti pups (F1) had the germline transmitted floxed IG-CGI allele. Male and female offspring carrying the IG-CGI^f/f^ allele were bred and crossed with each other until a homozygote IG-CGI^f/f^ line was established (F2). The homozygote IG-CGI^f/f^ line was then crossed to the homozygote Ai14 Rosa26-lsl-tdTomato line (Jackson Laboratory stock#007914) until a double homozygote IG-CGI^f/f^;Rosa26-lsl-tdTom line was established.

### Mice lines

Vasa-Cre mice (FVB-Tg(Ddx4-cre)1Dcas/J) were obtained from the Jackson Laboratory (stock#006954). CAST/EiJ (RRID:IMSR_JAX:000928) mice were obtained from MRC Harwell Institute, and maintained under a 12 hr light–dark cycle at 22 °C degrees (±2 °C) and 55% humidity (±10%). Mice were monitored for health and activity and were given ad libitum access to water and standard mouse chow. For pure and hybrid breeding experiments, mice were mated at 8–12 weeks of age. F2 embryos harboring the deletion allele were analyzed at different ages. All animal experiments were performed according to the Animal Protection Guidelines of Weizmann Institute of Science, Rehovot, Israel, and in accordance with the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body. Animal experiments were approved by relevant Weizmann Institute IACUC (#39401117-3 and #00080118-2) and UK Home Office project license #PC213320E. All efforts were made to minimize animal discomfort.

### Genotyping

For genotyping, DNA was extracted from the tail tip using a solution containing NaOH 1 M and EDTA 0.5 M pH8.0 in DDW, incubated for 1 hour at 95 °C and neutralized in Tris-HCl 40Mm pH5.0. Alternatively, DNA was isolated by lysing cells in lysis buffer (0.1 M Tris buffer, 0.2 M NaCl, 0.005 M EDTA, 0.2% SDS) with 10 mg/ml Proteinease K at 55 °C, precipitated with Iso-Propanol, washed with 70% Ethanol and resuspended in TE buffer. Genotyping of mouse strains and alleles was done by PCR, primers are listed in Supplementary Table 2.

### Embryo analysis

Embryos harboring the IG-CGI deletion allele were analyzed at different ages. At embryonic day E18.5 measurements of embryo weight (mg), length (cm), and placenta weight (mg) were recorded. At E18.5 bulk DNA and RNA from the tail were analyzed for methylation and gene expression profiles, representing the canonical imprinting pattern at the Dlk1-Dio3 region (as represented in Fig. 1a). At E8.5 the whole embryo was used for bulk DNA and RNA purification and analysis. Postnatal pups were analyzed for methylation and gene expression at P21 (3 weeks), post-weaning.

### Tissue processing and immunohistochemistry

E8.5-E18.5 embryos and their placentas were fixed by overnight immersion in 4% PFA/PBS at 4 °C. Fixed tissues and embryos were dissected and either imaged intact or embedded in paraffin. Paraffin sections were stained with hematoxylin and eosin. Slides were scanned on the 3D Histech Pannoramic midi camera and analyzed using the CaseViewer Digital Slide Viewer. The thickness of the placental layers was calculated as follows: The decidua (Dd) layer was measured as the vertical length from the myometrium to the spongiotrophoblast (junctional zone) layer. The spongiotrophoblast (Sp) layer was measured as the vertical length from the decidua to the labyrinth layer. The labyrinth (Lb) layer was measured as the vertical length from the spongiotrophoblast to the chorionic plate. And the chorionic plate (Cp) layer was measured as the vertical length from the labyrinth to the umbilical cord. These lengths were normalized by the determination of the vertical length of the whole placenta.

### Microscopy and image analysis

Embryo images were captured on a Nikon SMZ18 Stereo Microscope and processed with NIS-Elements D Imaging Software (Nikon), ImageJ, and Adobe Photoshop.

### Bisulfite conversion, PCR, and Sanger sequencing

Bisulfite conversion of DNA was established using the EZ DNA Methylation-Lightning Kit (Zymo Research cat#D5031) following the manufacturer’s instructions. The resulting modified DNA was amplified by the first round of nested PCR, following a second round using loci-specific PCR primers (primers are listed in Supplementary Table 3). The first round of nested PCR was done as follows: 94 °C for 4 min; 55 °C for 2 min; 72 °C for 2 min; Repeat steps 1–3 1×; 94 °C for 1 min; 55 °C for 2 min; 72 °C for 2 min; Repeat steps 5–7 35×; 72 °C for 5 min; Hold 12 °C. The second round of PCR was as follows: 95 °C for 4 min; 94 °C for 1 min; 55 °C for 2 min; 72 °C for 2 min; Repeat steps 2–4 35×; 72 °C for 5 min; Hold 12 °C. The resulting amplified products were gel-purified, subcloned into a pGEM®-T Easy cloning vector (Promega cat#A1360), and sequenced.

### PyroSequencing methylation analysis

The procedure and primers for this DNA methylation analysis were described previously (Strogantsev et al. 2015, Sun et al.^50^, Kunitomi et al.^51^). In brief, 1 μg DNA was treated using the EZ‐96 DNA methylation kit (Zymo Research cat#D5032) in accordance with the manufacturer’s instructions. Bisulfite‐treated DNA was eluted in 30 μl of elution buffer. Amplicons were generated in a 25 μl reaction volume containing 100 nM forward and reverse primers, 1.25 Units of HotstarTaq DNA Polymerase (Qiagen cat#203203), 0.2 mM dNTPs, and 5 μl of bisulfite‐treated DNA. PCR cycle conditions consisted of an initial activation step of 95 °C for 15 minutes, followed by 50 cycles of 94 °C for 30 seconds, specific annealing temperature for 30 seconds, and extension at 72 °C for 30 seconds, followed by a final extension at 72 °C for 10 minutes. Pyrosequencing was carried on PSQ HS96 System using PyroMark Gold Q96 SQA Reagents (Qiagen cat#972812). The degree of methylation at CpG sites (without distinguishing between maternal and paternal alleles) was determined by pyro‐Q CpG software.

### Targeted methylation analysis

We used the PBAT capture protocol combining PBAT and hybridization with an RNA probe library (capture), as described in detail in Meir Z. et al. Nature Genetics 2020, 10.1038/s41588-020-0645-y. 

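The captured IG-DMR CpGs lie on chromosome 12 between positions 109528135 and 109528471, and the captured Gtl2-DMR CpGs between 109540467 and 109541075, as the authors' files list them without naming a genome build. Over 13 libraries the IG-DMR has 35 listed CpG positions, of which 29 appear in most of the libraries. Over 27 libraries the Gtl2-DMR has 31 listed positions, of which 19 appear in most of the libraries. RefSeq lists Gtl2 as Meg3, a long non-coding RNA gene on chromosome 12 of GRCm38.p6. In 1 library, the IG-DMR library of clone74 embryo 4, positions were 1 base lower than in the others and were matched after adding 1, and 9 CpGs outside the locus were left out.

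Among the 27 IG-DMR CpGs listed in every E18.5 library, the largest difference between the E18.5 IG-CGI ΔP and WT means was at position 109528355, with 78.6% ± 30.3 in WT (SD, n = 2) and 23.3% ± 35.6 in IG-CGI ΔP (SD, n = 7). The smallest difference was at 109528444, at -2.75 percentage points, and it changed sign when single embryos were left out. The largest SD over IG-CGI ΔP embryos was 36.9, at 109528398. Among the 9 Gtl2-DMR CpGs listed in every E18.5 library, the largest difference was at 109540963, with 48.4% ± 14.1 in WT (SD, n = 2) and 4.08% ± 10.8 in IG-CGI ΔP (SD, n = 7). Position 109540591 had both the smallest difference, at 5.58 percentage points, and the largest SD over IG-CGI ΔP embryos, at 23.6. When single embryos were left out, the difference at this position ranged from 1.06 to 9.52 percentage points and kept its sign. All 7 IG-CGI ΔP embryos lay below both WT embryos at 0 of 27 IG-DMR CpGs and at 3 of 13 Gtl2-DMR CpGs, where chance gives 2.78% of CpGs. The 3 are at positions 109540936, 109540963 and 109541032 of chromosome 12, named after their values were seen. Without clone115 embryo 8 these numbers were 18 of 27 and 7 of 15, where chance gives 3.57%. Without clone74 embryo 3 they were 0 of 27 and 6 of 13, with the same share by chance. CpGs of 1 library share molecules and are not independent.

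**Figure D3:**
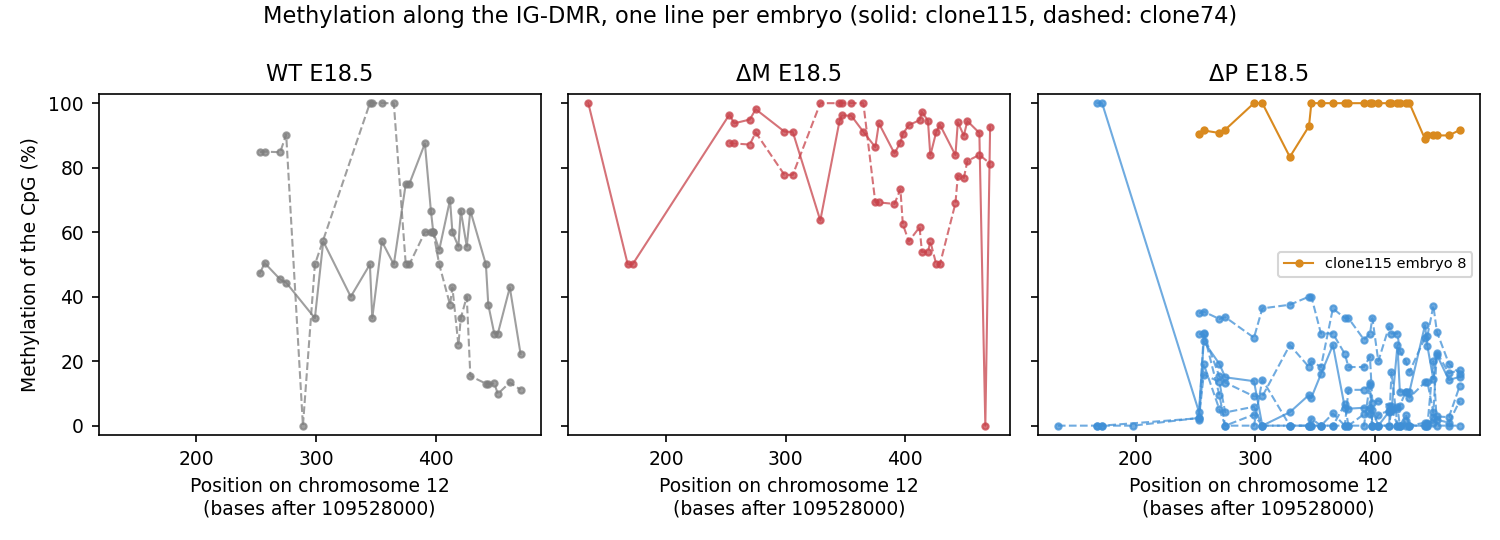
Methylation in percent of each CpG along the IG-DMR in E18.5 WT, IG-CGI ΔM and IG-CGI ΔP embryos, against position on chromosome 12. Each line joins the CpGs of 1 embryo, solid for clone115 and dashed for clone74, and clone115 embryo 8 is drawn in orange with its 29 CpGs between 83.3% and 100%.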

Bisulfite conversion was performed with the EZ DNA Methylation-Lightning Kit (Zymo Research cat#D5031) following the manufacturer’s instructions. Converted DNA samples were subjected to an End repair reaction containing End repair mix and buffer (NEB cat#E6050) and 0.2–150 ng DNA. DNA was purified using 2.5× SPRI Agencourt AMPure XP beads (Beckman Coulter cat#A63881). The eluted product was next subjected to an A-tail reaction including 10 mM dATPs and Klenow Fragment 3′→5′ exo- (NEB cat#M0212). DNA was purified with 2.5× SPRI beads. The clean DNA was tagged with an index oligo adapter in a ligation reaction using the Quick ligase Kit (NEB cat#M2200). Tagged products were then cleaned using 1.3× SPRI beads, and amplified for library preparation with 14 PCR cycles using the KAPA HiFi HotStart Ready Mix kit (Kapa Biosystems cat#KK2601), following the manufacturer’s protocol. The reaction mix was then cleaned with 0.7× beads. Final libraries were pooled and sequenced on an Illumina NextSeq system using the 150-bp high-output sequencing kit.

### Reverse transcription of RNA and quantitative real-time PCR

RNA was isolated using the Direct-zol RNA Miniprep Kit (Zymo Research cat#R2052) following the manufacturer’s instructions. Reverse transcription was performed on 0.2–1 μg of total RNA using the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor including random hexamer primers and the MultiScribe^TM^ Reverse Transcriptase (Applied Biosystems cat#4368814) according to the manufacturer’s instructions. All PCR reactions were performed in a 384-well plate on a QuantStudio™ 5 Real-Time PCR System (Applied Biosystems cat#A34322) using Fast SYBR^TM^ Green Master Mix (Applied Biosystems cat#4385610). Relative quantification of gene expression was normalized to the geometrical mean of GAPDH and β-Actin expression levels (primers are listed in Supplementary Table 4) and calculated using the ΔΔCT method, plotted as 2^−ΔΔCT^.

### Statistical analysis

At least three biological replicates were performed for all experiments. Jarque-Bera tests were used to determine whether the data has skewness and kurtosis that matches a normal distribution. Statistical differences were determined using a two-tailed unpaired Student’s *t* test and one-way analysis of variance. Data are shown as means with error bars representing the standard deviation. *P* values of <0.05 were considered significant. Chi-squared tests were performed to determine whether there is a statistically significant difference between the expected and observed genotype frequencies at E8.5, E18.5 and at P21. Pearson’s correlation tests were used to statistically determine correlation between IG-CGI^ΔP^ Embryo weight and Gtl2-DMR methylation at E18.5, *Dlk1*/*Gtl2* expression ratio, and IG-CGI^ΔP^ Embryo weight at E18.5, *Dlk1* and *Gtl2* relative expression, *Rian* and *Gtl2* relative expression and *Mirg* and *Gtl2* relative expression in IG-CGI^ΔP^ embryos.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Sequencing data generated in the course of this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE207600. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Balanced gene dosage control rather than parental origin underpins genomic imprinting
**Source:** Nat Commun. 2022 Jul 29;13:4391. doi: 10.1038/s41467-022-32144-z
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTAL INFORMATION FOR:**

**BALANCED GENE DOSAGE CONTROL RATHER THAN PARENTAL ORIGIN  
UNDERPINS GENOMIC IMPRINTING**

Ariella Weinberg-Shukron<sup>1,2,3</sup>, Raz Ben-Yair<sup>1,3</sup>, Nozomi Takahashi<sup>2</sup>, Marko Dunjić<sup>1</sup>, Alon Shtrikman<sup>1</sup>, Carol Edwards<sup>2</sup>, Anne C. Ferguson-Smith<sup>2,#</sup>, and Yonatan Stelzer<sup>1,#</sup>

<sup>3</sup> These authors contributed equally

**Supplementary Table 1-** gRNAs and homology arms for targeting and cloning:

| Primer                            | Sequence 5' → 3'                                                                  |
|-----------------------------------|-----------------------------------------------------------------------------------|
| IG-CGI gRNA-1, Forward            | CACCgTACACGCTATATTTGTGCTA                                                         |
| IG-CGI gRNA-1, Reverse            | AAACTAGCACAAATATAGCGTGTAc                                                         |
| IG-CGI gRNA-2, Forward            | CACCgTACAGACTGTAGTTTAGCTT                                                         |
| IG-CGI gRNA-2, Reverse            | AAACAAGCTAAACTACAGTCTGTAc                                                         |
| 5' Arm SBF1, Forward              | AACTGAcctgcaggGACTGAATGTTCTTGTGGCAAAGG                                            |
| 5' Arm Bamh1/Loxp/Nhe1, Reverse   | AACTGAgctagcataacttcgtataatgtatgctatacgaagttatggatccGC<br>GTGTACTATAAAATGGCTGCATG |
| IG-CGI Nhe1, Forward              | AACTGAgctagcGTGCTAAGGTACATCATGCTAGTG                                              |
| IG-CGI HindIII/LoxP/Pac1, Reverse | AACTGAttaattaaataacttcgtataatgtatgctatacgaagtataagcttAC<br>TACAGTCTGTATGGTCACAGC  |
| 3' Arm PacI, Forward              | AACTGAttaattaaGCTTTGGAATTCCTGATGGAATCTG                                           |
| 3' Arm FseI, Reverse              | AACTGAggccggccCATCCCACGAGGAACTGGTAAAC                                             |

**Supplementary Table 2-** genotyping primers:

| Primer                                 | Sequence 5' → 3'               |
|----------------------------------------|--------------------------------|
| IG-CGI 5'SQ Genotyping, Forward        | AGCAAACCTTCACTAGGGAACAGG       |
| IG-CGI 5'SQ Genotyping, Reverse        | TGCCCATGACAAACCACAGC           |
| IG-CGI 5'SQ Genotyping Unique, Reverse | cgaagttatggatccGCGTGTA         |
| IG-CGI 3'SQ Genotyping, Forward        | ATTGGGAATGGGATCACGCG           |
| IG-CGI 3'SQ Genotyping, Reverse        | AAGCAATCCCACCACAGCTTC          |
| IG-CGI 3'SQ Genotyping Unique, Forward | CCATACAGACTGTAGTaagcttataactcg |
| IG-CGI loxP Genotyping, Forward        | GTCTATATGGCACCATGCAGCC         |
| IG-CGI loxP Genotyping, Reverse        | CTCTGCAAGTACCAGATTCCATCAG      |
| IG-CGI <sup>f/f</sup> Forward          | GTCTATATGGCACCATGCAGCC         |
| IG-CGI <sup>f/f</sup> Reverse          | CTCTGCAAGTACCAGATTCCATCAG      |
| IG-CGI <sup>f/f</sup> Internal Reverse | CTCGCTAGTTCACGGAGGTC           |
| Gtl2-DMR Genotyping, Forward           | GTAACGGGCAGAAATGGGTC           |
| Gtl2-DMR Genotyping, Reverse           | CCCACACCCGCGAGAAAA             |

|                                         |                           |
|-----------------------------------------|---------------------------|
| Gtl2-DMR Internal Reverse               | ACTGCAGCAAAGAACGAAGG      |
| Rosa26:ls1-tdTomato, WT, Forward        | AAGGGAGCTGCAGTGGAGTA      |
| Rosa26:ls1-tdTomato, WT, Reverse        | CCGAAAATCTGTGGGAAGTC      |
| Rosa26:ls1-tdTomato, Transgene, Forward | GGCATTAAAGCAGCGTATCC      |
| Rosa26:ls1-tdTomato, Transgene, Reverse | CTGTTCCCTGTACGGCATGG      |
| Vasa-Cre, Transgene, Forward            | CACGTGCAGCCGTTTAAGCCGCGT  |
| Vasa-Cre, Transgene, Reverse            | TTCCCATTCTAAACAACACCCTGAA |

**Supplementary Table 3-** PCR primers for Bisulfite Sequencing:

| Primer                     | Sequence 5' → 3'                |
|----------------------------|---------------------------------|
| IG-CGI Nested, Forward     | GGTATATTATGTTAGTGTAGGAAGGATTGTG |
| IG-CGI Nested, Reverse     | CATCCCCTATACTCAAAACATTCTCC      |
| IG-CGI Internal, Forward   | AAGTGTGTGTTTGTATGGGTAAG         |
| IG-CGI Internal, Reverse   | ATAATACAACCCTTCCCTCACTCC        |
| Gtl2-DMR Nested, Forward   | GGGTATTTTATGTGGGGGTGATAG        |
| Gtl2-DMR Nested, Reverse   | TCAAACAAAAAATAACTAACCCTCACC     |
| Gtl2-DMR Internal, Forward | GGGTGATAGTTTTTAGGTTAATATTTGGG   |
| Gtl2-DMR Internal, Reverse | AACTACAACCAAAACCAACAAAACC       |
| IG-CGI pyro, Forward       | GTGGTTTGTATGGGTAAGTTT           |
| IG-CGI pyro, Reverse       | CCCTTCCCTCACTCCAAAAATTAA        |
| IG-CGI pyro, Sequencing    | TGGTTTATTGTATATAATGT            |
| IG-TRE pyro, Forward       | GTTGGGGTTTGTAGTTATTTATATGTTAT   |
| IG-TRE pyro, Reverse       | AAAACATACTCTCCACTATAACTAATT     |
| IG-TRE pyro, Sequencing    | CTATAACTAATTACAACACCAC          |
| Gtl2-DMR pyro, Forward     | AGTTATTTTTTGTGTTGAAAGGATGTGTA   |
| Gtl2-DMR pyro, Reverse     | CTAACTTTAAAAAAAATCCCCAACACT     |
| Gtl2-DMR pyro, Sequencing  | GAAAGGATGTGTAAAAATGA            |

**Supplemental Table 4-** quantitative real-time PCR primers:

| Primer          | Sequence 5' → 3'              |
|-----------------|-------------------------------|
| GAPDH Forward   | AGGTCGGTGTGAACGGATTTG         |
| GAPDH Reverse   | TGTAGACCATGTAGTTGAGGTCA       |
| β-Actin Forward | GGC TGT ATT CCC CTC CAT CG    |
| β-Actin Reverse | CCA GTT GGT AAC AAT GCC ATG T |
| Dlk1 Forward    | ACTTGCGTGGACCTGGAGAA          |
| Dlk1 Reverse    | CTGTTGGTTGCGGCTACGAT          |
| Gtl2 Forward    | TCCTCACCTCCAATTTCCCCT         |
| Gtl2 Reverse    | GAGCGAGAGCCGTTTCGATG          |
| Rian Forward    | TCGAGACACAAGAGGACTGC          |
| Rian Reverse    | TCGCATCAAGCTTAGACCTG          |
| Mirg Forward    | GACTTTGTGGCCTCCCTTC           |
| Mirg Reverse    | GGAGCATCTTCTGGAGTCAAA         |
| Dio3 Forward    | CACGGCCTTCATGCTCTGG           |
| Dio3 Reverse    | CGGTTGTCGTCTGATACGCA          |

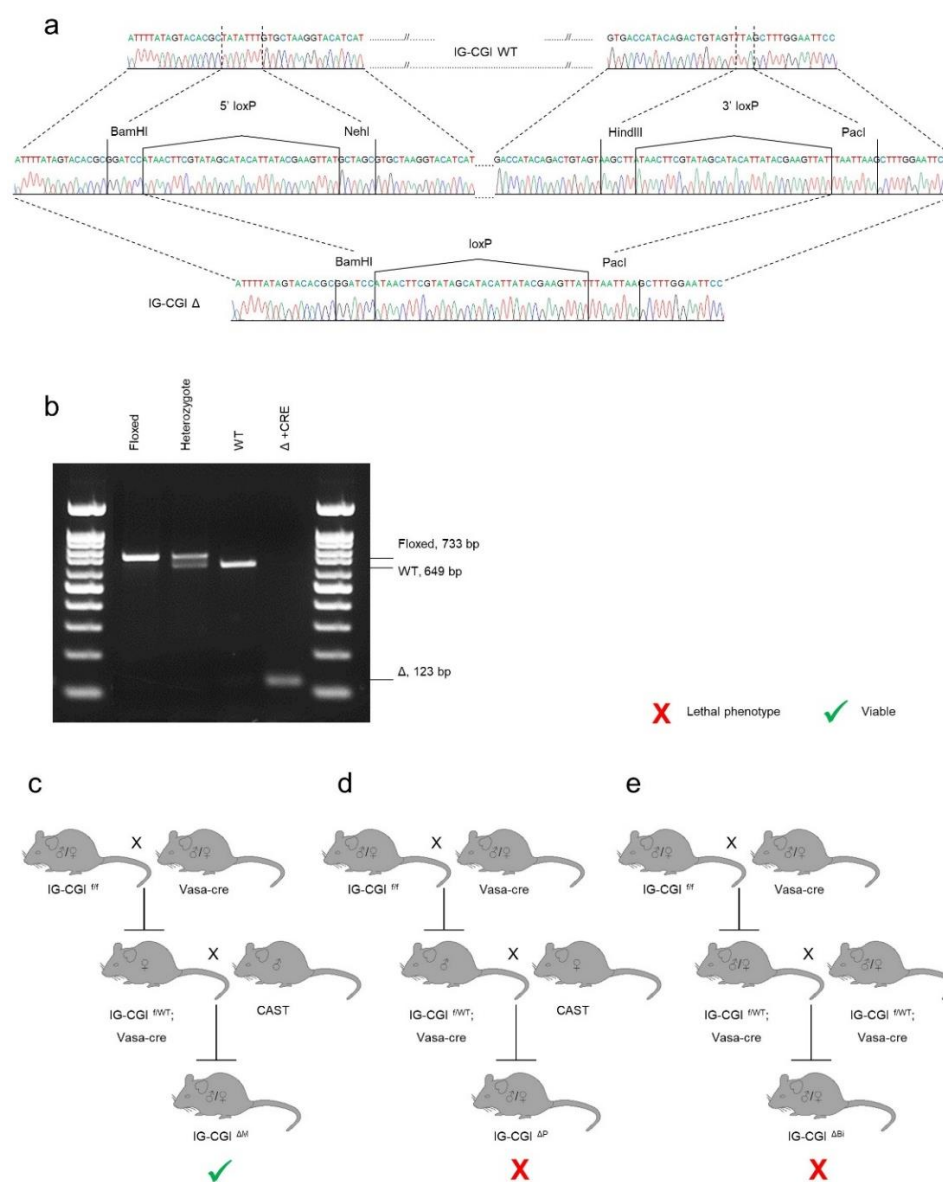

**Supplementary Figure 1. A transgenic system for germline deletion of the IG-CGI. a,** Schematic representation of Cre-lox mediated targeting of the IG-CGI in mouse embryonic stem cells. **Top row:** WT sequence. **Middle row:** insertion of loxP sites flanking the IG-CGI. **Bottom row:** Cre-induced deletion of the IG-CGI retains a single loxP site. **b,** PCR result for the different genotype primers presented in Fig. 1a. Respective sizes are depicted on the right. Results are shown for a representative cell clone and were repeated in 6 paternal floxed and 4 maternal floxed mESCs with and without CRE. **c-e,** Schemes showing the mating strategy for *in-vivo* deletion of the IG-CGI. F1 mice (second row) harbor the IG-CGI deletion in their germ cells. F2 mice (third row) carry the deletion ubiquitously in a parent specific manner. **c,** Maternal IG-CGI deletion. **d,** Paternal IG-CGI deletion. **e,** Biallelic IG-CGI deletion.

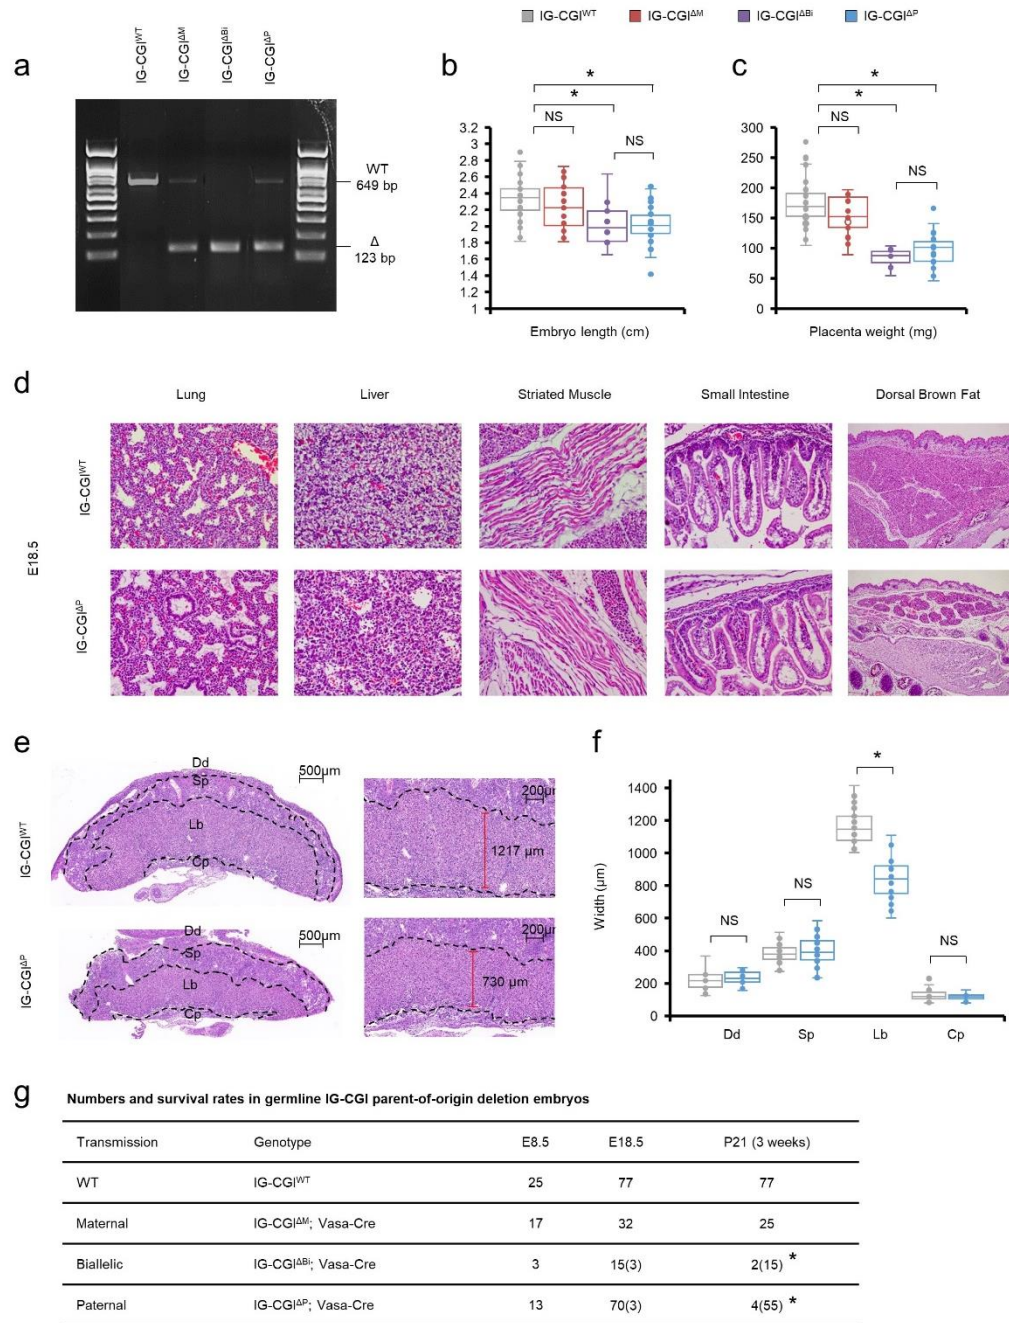

**Supplementary Figure 2. Germline paternal deletion of the IG-CGI leads to small embryos with deficient placentas.** **a**, PCR result for the different genotype primers presented in Fig. 1a. Respective sizes are depicted on the right. Results are shown for one embryo from each genotype but were repeated independently for all embryos analyzed, as described in panel (g) (179 WT embryos, 74  $\Delta M$  embryos, 38  $\Delta Bi$  embryos and 145  $\Delta P$  embryos). **b**, Box-plot showing distribution of embryo head-to-tail lengths per genotype group.  $N_{WT}=72$ ,  $N_{\Delta M}=27$ ,  $N_{\Delta Bi}=16$ ,  $N_{\Delta P}=62$  biologically independent embryos. Box plot minima= 1.82, 1.81, 0.67, 1.42; maxima=

2.9, 2.73, 2.64, 2.48; center= 2.35, 2.22, 1.98, 2. For WT,  $\Delta M$ ,  $\Delta Bi$  and  $\Delta P$  respectively. Bounds of boxes show the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers extend 1.5 times the interquartile range. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA ( $\Delta Bi$ :  $p= 2.8e-6$ ,  $\Delta P$ :  $p= 1.3e-14$ ). **c**, Box-plot representing placenta weight distribution for the different genotype groups from the corresponding embryos in (**b**). Box plot minima= 92.4, 89.2, 54.3, 45.7; maxima= 276.2, 196.9, 103.7, 174; center= 164.8, 152.4, 87.8, 100.9. For WT,  $\Delta M$ ,  $\Delta Bi$  and  $\Delta P$  respectively. Bounds of boxes show the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers extend 1.5 times the interquartile range. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA ( $\Delta Bi$ :  $p= 2e-13$ ,  $\Delta P$ :  $p= 1.37e-24$ ). **d**, Representative H&E-stained histological sections of various tissues from one E18.5 IG-CGI <sup>$\Delta P$</sup>  and one WT littermate control out of 4 biologically independent embryos that were analyzed. **e**, Representative H&E-stained histological sections of placentas from E18.5 embryos. N=4 biologically independent tissues for both WT and IG-CGI <sup>$\Delta P$</sup>  embryos. Left: Transverse H&E-stained sections. Dd- Decidua; Sp- Spongiotrophoblast (junctional zone); Lb- Labyrinth; Cp- Chorionic plate. Right: enlarged insets showing labyrinth zone. **f**, Box-plot showing the distribution of placenta layer widths in the IG-CGI <sup>$\Delta P$</sup>  and WT control. N=40 biologically independent tissues per group. Dd Box plot minima= 126.1, 156.9; maxima= 366, 296.5; center= 216.4, 230.1. Sp Box plot minima= 273, 233.6; maxima= 512.6, 585.3; center= 377.8, 389.5. Lb Box plot minima= 1002.5, 600; maxima= 1413.8, 1109.6; center= 1144.8, 840.4. Cp Box plot minima= 79.1, 78.6; maxima= 229.3, 159; center= 120, 117.4. For WT and  $\Delta P$  respectively. Bounds of boxes show the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers extend 1.5 times the interquartile range. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA ( $p= 6.66e-22$ ). **g**, Embryo numbers and survival rates in germline IG-CGI deletion embryos. Numbers in parentheses represent dead embryos/pups. Asterisks indicate a statistically significant difference between the expected and observed genotype frequencies using a Chi-squared test ( $\Delta Bi$   $p= 4.11e-6$ ,  $\Delta P$   $p= 5.99e-6$ ).

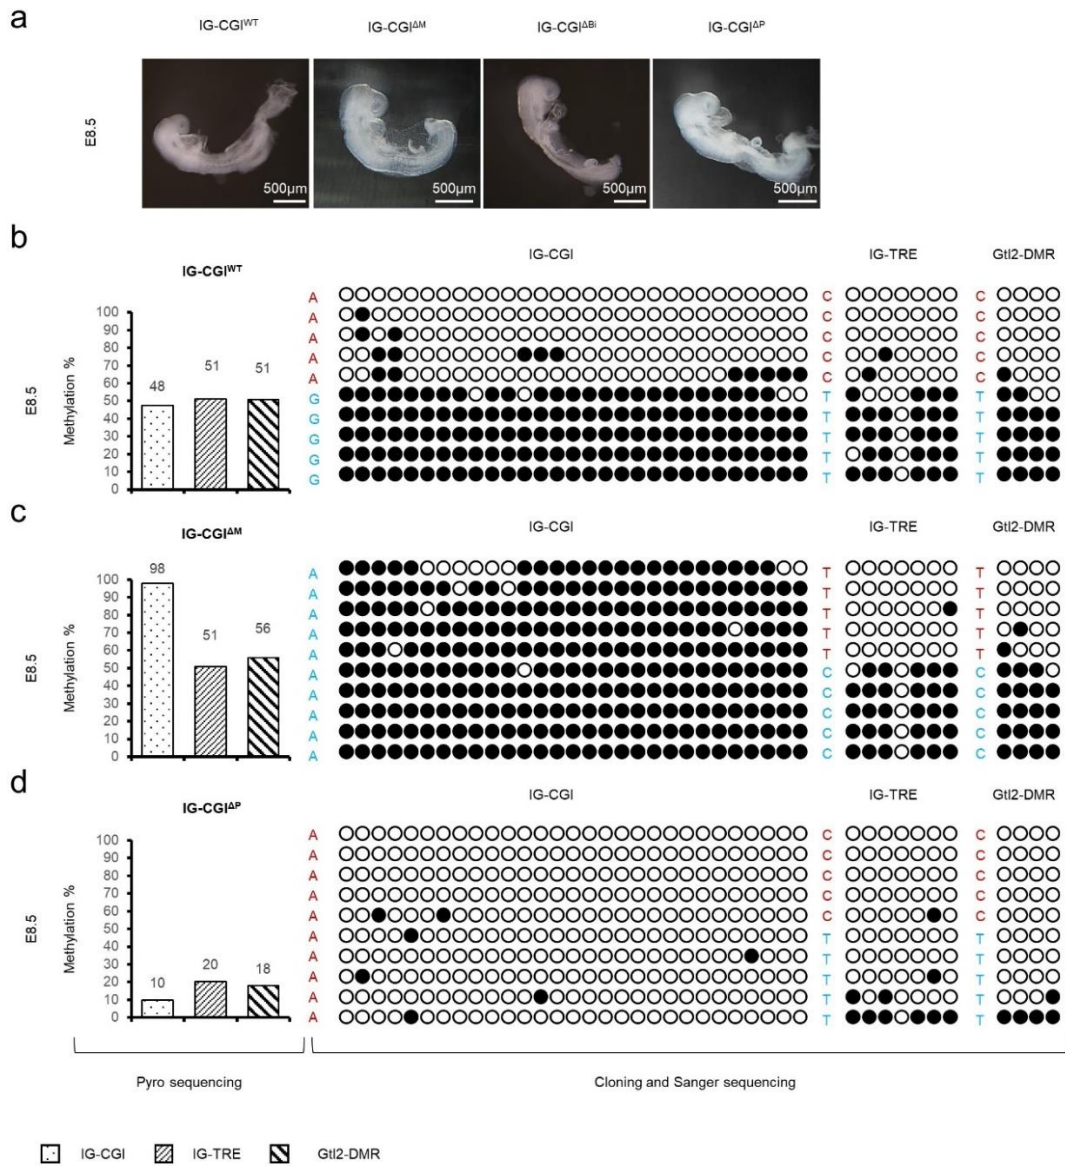

**Supplementary Figure 3. Allele-specific methylation analysis in E8.5 embryos.** **a**, Representative images of E8.5 embryos from the different genotypes. Mutant embryos are indistinguishable from their WT littermates, with clear headfolds, heart rudiment and first somites. **b-d**, Analysis of methylation levels using bisulfite sequencing on regulatory elements of the *Dlk1-Dio3* locus with allele-specific resolution. Each row represents a PCR amplicon followed by Sanger sequencing. Open circles represent unmethylated CpGs; black circles - methylated CpGs. Summaries of methylation levels for each region is presented in bar graphs on the left. Letters represent SNPs from the maternal (red) and paternal (blue) alleles discriminated by crossing BL6 and CAST strains. **b**, Wild-type embryos. **c**, Maternal IG-CGI deletion. **d**, Paternal IG-CGI deletion.

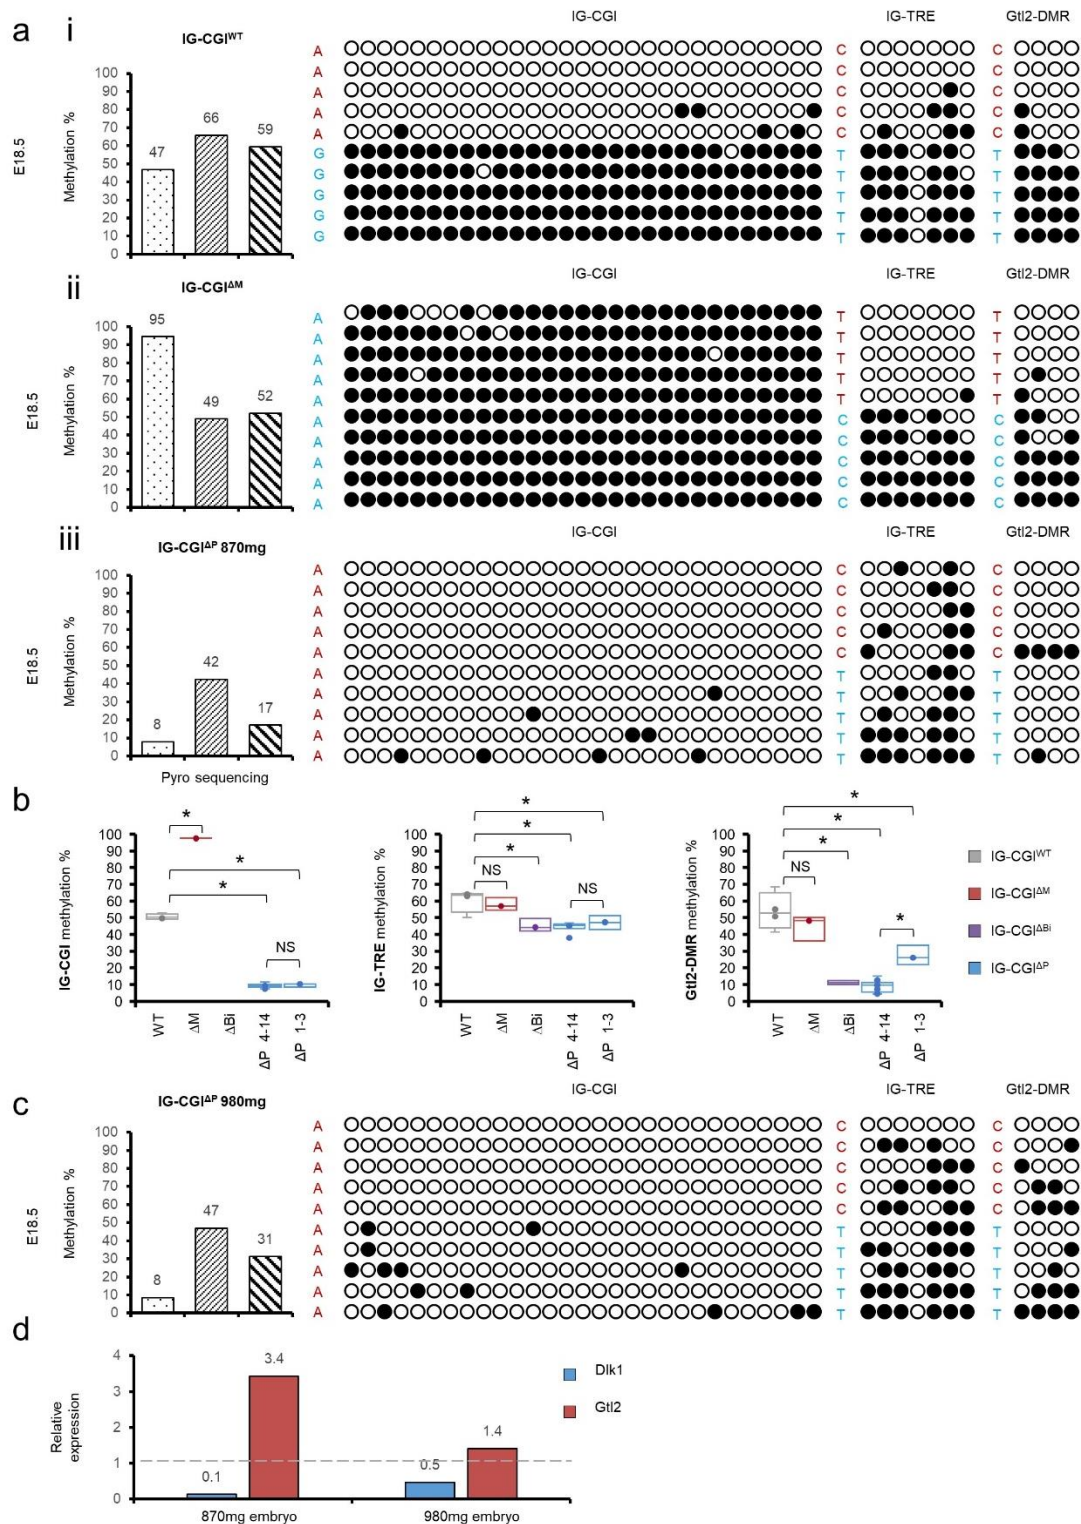

**Supplementary Figure 4. Allele-specific methylation analysis in E18.5 embryos.** **a**, Analysis of methylation levels using bisulfite sequencing on regulatory elements of the *Dlk1-Dio3* locus with allele-specific resolution. Each row represents a PCR amplicon followed by Sanger sequencing. Open circles represent unmethylated CpGs; black circles - methylated CpGs.

Summaries of methylation levels for each region is presented in bar graphs on the left. Letters represent SNPs from the maternal (red) and paternal (blue) alleles discriminated by crossing BL6 and CAST strains. **b**, Box plots representing association between genotypes and methylation levels on IG-CGI (left), IG-TRE (middle) or Gtl2-DMR (right). IG-CGI<sup>ΔP</sup> embryos 4-14 are typically underweight while IG-CGI<sup>ΔP</sup> embryos 1-3 are larger, as described in Fig. 1i, j. IG-CGI Box plot minima= 49.1, 97.5, -, 7.3, 8.5; maxima= 52.7, 97.7, -, 11.5, 10.4; center= 50.3, 97.5, -, 9.4, 10.2. IG-TRE Box plot minima= 62.9, 56.9, 42, 37.9, 43.1; maxima= 66.1, 65, 49.4, 46.9, 51.4; center= 64.3, 62.1, 44.2, 45.2, 47.2. Gtl2-DMR Box plot minima= 41.5, 36.1, 10, 4.2, 22; maxima= 68.4, 50, 12.3, 15, 33.4; center= 52.8, 48.2, 11.1, 9.6, 26. For WT, ΔM, ΔBi, ΔP embryos 4-14 and ΔP embryos 1-3 respectively. Bounds of boxes show the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers extend 1.5 times the interquartile range. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (IG-CGI: p= 6.1e-8, 1.3e-14, and 0.05 for ΔM, ΔP embryos 4-14 and ΔP embryos 1-3 respectively. IG-TRE: p= 0.0002, 8.4e-9 and 0.0005 for ΔBi, ΔP embryos 4-14 and ΔP embryos 1-3 respectively. Gtl2-DMR: p= 0.007, 1.3e-8 and 0.01 for Bi, ΔP embryos 4-14 and ΔP embryos 1-3 respectively. p= 1.2e-05 for Gtl2-DMR between ΔP embryos 4-14 and 1-3). **c**, Methylation analysis in an atypical IG-CGI<sup>ΔP</sup> embryo that attained normal weight at E18. **d**, Bar graph representing qRT-PCR relative expression values of *Dlk1* and *Gtl2* in the typical and atypical IG-CGI<sup>ΔP</sup> embryos analyzed in a and c.

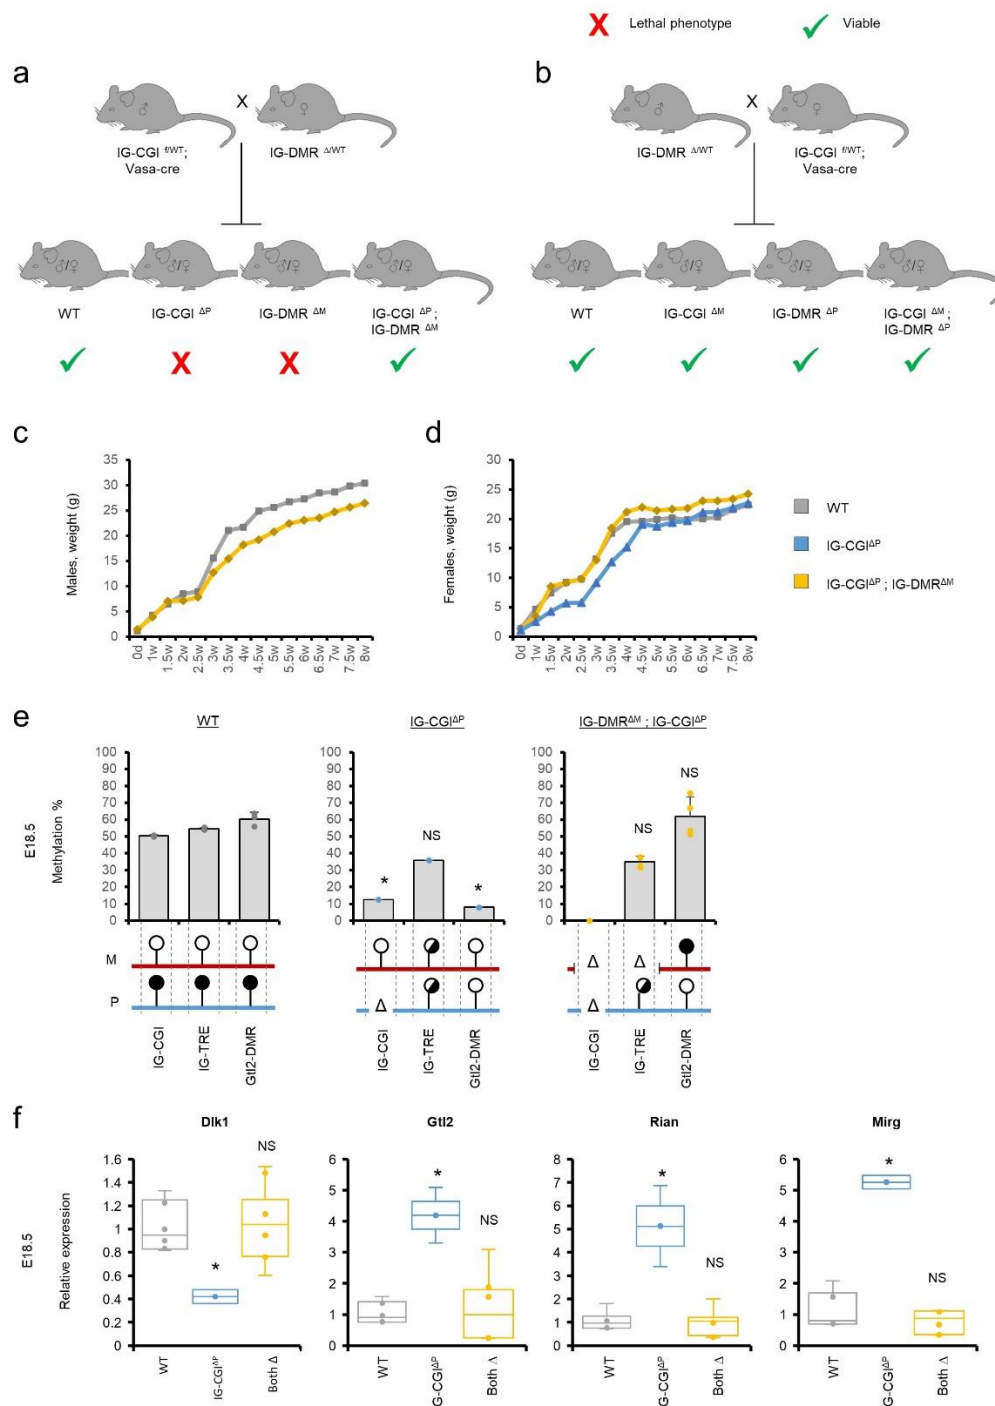

**Supplementary Figure 5. Mice carrying paternal IG-CGI and maternal IG-DMR deletion exhibit inverted imprinting, postnatal viability, and long term survival. a, b, Scheme demonstrating mating strategy for generation of double deletion mice. c-d, Plots showing pup weight gain in males (c) and females (d).  $N_{WT}=6,2$  and  $N_{\Delta P}=5,2$  biologically independent animals for male and female pups, respectively. e, Bar-graphs showing methylation levels analyzed using bisulfite pyro-sequencing, on regulatory elements of the *Dlk1-Dio3* locus in E18.5 embryos of**

different genotype groups. Schemes below graphs depict inferred allele-specific methylation status. N(WT)=6, N(IG-CGI<sup>ΔP</sup>)=3, N(IG-DMR<sup>ΔM</sup>; IG-CGI<sup>ΔP</sup>)=8 biologically independent embryos. Data are presented as mean values +/- SD. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (IG-CGI<sup>ΔP</sup>: p= 0.0001 and 0.007 for IG-CGI and Gtl2-DMR respectively). **f**, Box-plots representing qRT-PCR analysis of representative genes in the Dlk1-Dio3 region in E18.5 embryos of different genotype groups. N(WT)=3, N(IG-CGI<sup>ΔP</sup>)=2, N(IG-DMR<sup>ΔM</sup>; IG-CGI<sup>ΔP</sup>)=4 biologically independent embryos. Dlk1 Box plot minima= 0.8, 0.4, 0.6; maxima= 1.3, 0.5, 1.5; center= 0.9, 0.4, 1. Gtl2 Box plot minima= 0.8, 3.3, 0.2; maxima= 1.6, 5.1, 3.1; center= 0.9, 4.2, 1. Rian Box plot minima= 0.7, 3.4, 0.3; maxima= 1.8, 6.9, 2; center= 1, 5.1, 1. Mirg Box plot minima= 0.7, 5.1, 0.3; maxima= 2.1, 5.5, 1.1; center= 0.8, 5.3, 0.9. For WT, IG-CGI<sup>ΔP</sup> and IG-DMR<sup>ΔM</sup>;IG-CGI<sup>ΔP</sup> respectively. Bounds of boxes show the 25<sup>th</sup> and 75<sup>th</sup> percentiles. Whiskers extend 1.5 times the interquartile range. NS- not significant. Asterisks indicate statistical significance in comparison to WT using a one-way ANOVA (p= 0.002, 9.14e-5, 0.0006 and 7.57e-6 for Dlk1, Gtl2, Rian and Mirg respectively).

# Supplementary material for: Balanced gene dosage control rather than parental origin underpins genomic imprinting
**Source:** Nat Commun. 2022 Jul 29;13:4391. doi: 10.1038/s41467-022-32144-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis Embryo images were captured on a Nikon SMZ18 Stereo Microscope and processed with NIS-Elements D Imaging Software (Nikon), ImageJ, and Adobe Photoshop. Histological sections were scanned on the 3D Histech Panoramic midi camera and analyzed using the CaseViewer Digital Slide Viewer.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The PBAT data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE207600 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207600>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                |
|-----------------------------|----------------|
| Reporting on sex and gender | not applicable |
| Population characteristics  | not applicable |
| Recruitment                 | not applicable |
| Ethics oversight            | not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. At least three biological replicates were used for each measurement from at least three different litters. Each litter has a mix of deletion and WT littermates. To minimize litter specific effects we pooled embryos from the same genotype from several litters, and at least more than three since three biological independent replicates is the minimum needed for statistical significance. For most analysis three was a minimum as the more samples tested the stronger the significance is. We therefore sampled enough embryos to obtain statistically significant results, without wasting to many animals (according to the Reduction ethical use of animal models). |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Results were replicated by analysis of embryos and pups from multiple litters to minimize litter specific effects and maximize reproducibility of data. 17 independent litters were analyzed in the course of three months on a B6 mouse background and then repeated in crosses with CAST mice. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Embryos were genotyped by PCR and allocated into experimental groups according to their genotype                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | All measurements of embryo/pups were divided into groups by genotypes. Blinding was not possible because we needed to know which embryos were from the same genotype to analyze together. In addition, from E18.5 onwards the phenotype was very apparent with paternal deletion embryos dying after birth, hence it could not be possible to blind the allocation of genotypes. When analyzing images of embryos/tissues to determine histological differences blind analysis was performed by a third party investigator who did not know the genotype of the samples.                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                  |
|----------------------------------------------------------------------|------------------------------------------------------------------|
| Cell line source(s)                                                  | Mouse embryonic stem cells (Jaenisch lab, MIT. RRID:CVCL_C865)   |
| Authentication                                                       | Karyotyping, PCR and Sanger Sequencing                           |
| Mycoplasma contamination                                             | All cell lines were tested negative for mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Blastocyst injections were performed in BDF2 diploid blastocysts, harvested from hormone primed BDF1 4 week-old females. For germline transmission, male chimera mice were mated to 6-8 week old C57BL/6 females. Female and male Vasa-Cre mice (FVB-Tg(Ddx4-cre)1Dcas/J) Jackson Laboratory stock#006954) were used to create maternal or paternal deletion in the germcells, respectively. Female and male C57BL/6 or CAST/Eij (RRID:IMSR_JAX:000928) mice were used for pure and hybrid breeding experiments. Mice were mated at 8–12 weeks of age. F2 embryos harboring the deletion allele were analyzed at different ages: E8.5, E18.5, postnatal day 1 (P1) or post-weaning (P21).</p> <p>We also added the following information in the manuscript, regarding housing conditions for the mice: "mice were maintained under a 12 hr light–dark cycle at 22°C degrees (+/- 1°C) and 50% humidity (+/-10%). Mice were monitored for health and activity and were given ad libitum access to water and standard mouse chow".</p> |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Embryos were assayed for sex by PCR for the SRY gene. Pups were sexed at weaning. no sex bias was observed between genotypes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | No field collected samples were used in the study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal experiments were performed according to the Animal Protection Guidelines of Weizmann Institute of Science, Rehovot, Israel and in accordance with the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body. Animal experiments were approved by relevant Weizmann Institute IACUC (#39401117-3 and #00080118-2) and UK Home Office project license #PC213320E. All efforts were made to minimize animal discomfort.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

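DNA methylation of the Dlk1-Dio3 locus was analysed in 40 PBAT capture libraries of 27 mice. Each library came from 1 animal and 1 region, the IG-DMR or the Gtl2-DMR. The authors converted DNA with bisulfite, prepared libraries by the PBAT protocol, captured the locus with RNA probes, amplified the libraries by PCR and sequenced them on a NextSeq system. They deposited, for each library, the percent methylation of each CpG, and these percentages are not normalized. The aligner, the methylation caller, the genome build, the coverage filter and the handling of PCR duplicates are not stated in the paper's text, in the labels or in the headers of the tables. No read counts or coverage were given, so the depth per library is unknown, no interval or detection floor was computed, and PCR duplicates could not be accounted for.

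Genotype, stage and embryo were taken from the sample labels and checked against the paper. The CpGs were assigned to a region by position, as clusters separated by more than 5000 bases, each named after the region in the labels of the E18.5 libraries that list it. The 6 E8.5 libraries labelled IG-DMR list only Gtl2-DMR CpGs, so the comparison of IG-CGI methylation between E8.5 and E18.5 was not made, and these libraries entered only an additional Gtl2-DMR comparison. The IG-DMR was kept as 1 region, because no genome of a named build was used to place the deletion, so no comparison was made for the IG-TRE alone. In 1 library, positions were shifted by 1 base to match the others and 9 CpGs outside the locus were left out. Of 429 pairs of libraries of the same region, 0 held identical values.

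The level of an animal was the unweighted mean of the percentages of its listed CpGs. Differences between group means were tested by enumerating every split of the animals into groups of the same sizes (exact two-sided permutation test), and p-values were adjusted by the Benjamini-Hochberg method over 11 comparisons. Spread between the regions was compared by swapping each embryo's pair of deviations, and the correlation by enumerating all pairings. The design had provided for a coverage minimum per CpG, a coverage-weighted mean, binomial intervals and Fisher's exact test, none of which can be computed from percentages alone. The alternatives tried were the median over CpGs, only the CpGs listed in every library compared, leaving out each embryo in turn, permuting only within clones, the coefficient of variation for the spread, and thresholds of 15% and 25% in place of 20%. Single CpGs were named by a rule: per region, those with the largest and the smallest absolute difference between WT and IG-CGI ΔP means at E18.5 and the one with the largest SD over E18.5 IG-CGI ΔP embryos, among CpGs listed in every E18.5 library.

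Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The count of CpGs below WT and the permutation test were tested on simulated data, in which 40 of 40 changed sites were recovered, 4 of 160 unchanged sites were counted, and 4.75% of 400 draws without a difference had p under 0.05. The changed sites were lowered too far to overlap, so their recovery was certain. The draws without a difference used groups of equal size and spread, unlike the groups here. These simulations therefore check the code and not the power or error rate of the comparisons made.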

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

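The tests in this part were chosen after the values had been seen. The IG-DMR library of clone115 embryo 8, labelled IG-CGI ΔP, had a mean methylation of 95.9%, far from the other 6 E18.5 IG-CGI ΔP embryos, which had 2.31% to 24.2%. Its distance to the nearest embryo was 0.767 of the group's whole range, where 0.568 is the 95% critical value for 7 samples. It was the only such sample in 4 groups tested, and chance gives one in a share of about 0.05 of groups. A few highly methylated CpGs did not account for the mean, since 29 of 29 CpGs of the library were above 80%. If the sample were mislabelled, its level would resemble another genotype in the Gtl2-DMR also. There it had 27.7%, inside the range of the other IG-CGI ΔP embryos (0.151% to 28.1%), just above the WT embryos (26.4% and 26.8%) and below the IG-CGI ΔM embryos (30.2% to 42.3%). This place depended on the CpGs used. Of the CpGs listed in every E18.5 library, the 3 with the highest positions gave it 35.0%. The other IG-CGI ΔP embryos had 1.04% to 23.6% there, the WT embryos 30.3% and 41.3%, and the IG-CGI ΔM embryos 32.5% and 50.6%. The 3 with the lowest positions gave it 23.3%, next to 22.9% in clone74 embryo 4. With 1 library per region, a mislabelled animal, a mislabelled IG-DMR library and a correctly labelled embryo cannot be told apart. The number of molecules behind the library is unknown, so capture of few molecules was not tested. All embryos of the group carry the same genotype and stage in the labels, and no biological explanation was tested. The pattern remains open between a mislabelled sample, few molecules and a methylated IG-DMR in an IG-CGI ΔP embryo.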

How the results depend on the processing

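The alternatives were set before the data were examined, except the use of all 9 E8.5 libraries. Several results, though not all that changed, depended on clone115 embryo 8 of IG-CGI ΔP. Across the fits that each left out 1 embryo, the IG-DMR difference between IG-CGI ΔP and WT ranged from -38.9 to -23.3 percentage points, and passed 0.05 in the exact permutation test only without clone115 embryo 8 (p = 0.0357). The IG-DMR difference between IG-CGI ΔM and IG-CGI ΔP ranged from 52.0 to 69.1, and passed 0.05 only without that embryo (exact permutation test, p = 0.0357). The ratio of the Gtl2-DMR to the IG-DMR SD ranged from 0.297 to 1.04, and the correlation of the 2 regions from -0.819 to 0.703, each changing direction only without that embryo. CpGs with all IG-CGI ΔP below both WT embryos ranged from 0 to 18 in the IG-DMR and from 3 to 7 in the Gtl2-DMR. The highest number came in both regions without that embryo. Leaving out clone74 embryo 3 also raised the Gtl2-DMR number, to 6 of 13. The IG-DMR changes without clone115 embryo 8 follow from its 95.9% there. Of the 4 Gtl2-DMR CpGs that joined the number without it, its percent was not below both WT embryos at 3, and its library did not list the other 1. Embryos above 20% in the Gtl2-DMR numbered 1 to 2 when 1 embryo was left out, and 1 with the median over CpGs, where clone74 embryo 3 had 18.2% in place of 28.1%. The IG-CGI ΔP to WT difference at IG-DMR position 109528444 ranged from -15.1 to 9.57 and changed sign in 4 of 9 fits, a spread that exceeds its own size.

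The Gtl2-DMR difference between IG-CGI ΔBi and WT ranged from -24.9 to -22.3 across the fits that each left out 1 embryo. Its p was 0.0667 whenever 1 of the 5 IG-CGI ΔBi embryos was left out (exact permutation test), and 0.0833 with labels permuted within clones for the difference of -23.1, each the smallest value possible, so these show the size of the groups and not a smaller effect. The difference between paternally deleted and intact embryos stayed between -24.4 and -19.0 when 1 embryo was left out, with exact permutation p between 0.0022 and 0.0132, and passed 0.05 under every alternative run. Under the median over CpGs, 13 of 14 results kept their direction and their side of the threshold, and with only CpGs listed in every library compared 14 of 14 did. Permuting within clones left 7 of 8 on the same side. Several of these designs cannot reach 0.05 and show no stability. The ratio of the coefficients of variation was 0.675, in the same direction as that of the SDs. All 9 E8.5 libraries gave a difference of -3.37 percentage points from E18.5 (exact permutation test, p = 0.451). No coverage minimum, coverage-weighted mean, E8.5 IG-CGI or IG-TRE alternative was run. The unknown depth limits every value of a single library, above all those of the pups and of single CpGs.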

Differences from the paper's values

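The paper's values are pyrosequencing means with their SD from its source data for Fig. 1g,h, and the values here are PBAT capture means. A value is taken to differ when the gap exceeds both the paper's SD and the SD over animals here, and when one value is more than 1.5 times the other. A single pup has no SD over animals, so only the paper's SD and the ratio apply to it. By the ratio, the IG-DMR mean of E18.5 IG-CGI ΔM embryos is not among those that differ. It was 81.1% ± 7.15 (SD, n = 2) against the paper's 97.6% (SD 0.136) for the IG-CGI, a gap beyond both SDs. By the SDs, the IG-DMR mean of E18.5 IG-CGI ΔP embryos is not among those that differ, at 24.0% ± 33.0 (SD, n = 7) against the paper's 9.49% (SD 1.32) for the IG-CGI. Without clone115 embryo 8 it was 12.1%. Gtl2-DMR methylation of the 3 E8.5 IG-CGI ΔP embryos, at 8.96%, did not differ from the paper's 10.5% (SD 4.94). It did differ with the median over CpGs, at 2.00%, and without the embryo at 16.1%, at 5.39%. In the P21 pup labelled IG-CGI ΔP, IG-DMR methylation was 95.5% against the paper's 15.8% for the IG-CGI (the paper's SD is 1.77), and no alternative set before the data were examined closed the gap. In the P21 WT pup, it was 32.2% against the paper's 50.4% (SD 2.86), and none of those alternatives closed the gap. Gtl2-DMR methylation of E18.5 WT embryos was 26.6% against the paper's 53.5% (SD 13.7), and neither the median, the CpGs listed in every library compared nor leaving out 1 embryo closed the gap. Its size depended on the CpGs. Divided by position into 3 equal parts after the values had been seen, the 9 CpGs listed in every E18.5 library gave WT means of 18.7%, 32.1% and 35.8%. Only the last came within 1.5 times of the paper's value. For E18.5 IG-CGI ΔBi embryos Gtl2-DMR methylation was 3.45% against the paper's 15.8% (SD 5.47), and none of those alternatives closed the gap. For the P21 pup labelled IG-CGI ΔP, Gtl2-DMR methylation was 73.3% against the paper's 37.6% (SD 6.69), and no alternative closed the gap. For the P21 WT pup it was 30.6% against the paper's 49.3% (SD 2.52). With only the 8 CpGs listed in that library and in every E18.5 library, it was 42.4%, which no longer differed from the paper's value by more than 1.5 times, while the median over CpGs, 28.7%, did.

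The paper states that the IG-CGI of surviving IG-CGI ΔP pups kept levels like those at E18.5, whereas the IG-DMR level of the pup labelled IG-CGI ΔP was 71.5 percentage points above the E18.5 mean. The paper describes the IG-CGI of IG-CGI ΔP embryos as overall less variable in appearance than the Gtl2-DMR, whereas the SD over embryos was 33.0 in the IG-DMR and 11.6 in the Gtl2-DMR. Without clone115 embryo 8, an alternative set before the data were examined, the SD was 9.94 in the IG-DMR and 10.4 in the Gtl2-DMR.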

Other observations

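The tests in this part were chosen after the values had been seen. The P21 pup labelled IG-CGI ΔP had higher methylation than the mean of the E18.5 IG-CGI ΔP embryos in both regions. If the labels of the 2 pups had been exchanged, its IG-DMR level would lie among the WT embryos, at 49.7% to 52.1%, and it was 95.5%. The pup labelled WT, at 32.2%, lay outside that range as well, so the range does not identify a WT pup and an exchange is not excluded. If the animal carried a maternal deletion instead, its Gtl2-DMR level might lie among the E18.5 IG-CGI ΔM embryos, at 30.2% to 42.3%. It was 73.3%, and 2 embryos of another stage are too few to exclude a maternal deletion. A few CpGs did not account for the level, since 25 of its 29 IG-DMR CpGs were above 80%. A gain of methylation between E18.5 and P21 in surviving IG-CGI ΔP animals is the biological explanation the design offers, and with 1 pup it cannot be told apart from an animal of another genotype.

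All 105 CpG values of the 6 E8.5 libraries labelled IG-DMR lie in the Gtl2-DMR. Their Gtl2-DMR mean was 9.27% ± 6.00 (SD, n = 6), and it did not differ from the 8.96% of the 3 E8.5 libraries labelled Gtl2-DMR (exact two-sided permutation test over 84 splits, p = 0.964). Both sets are measured at Gtl2-DMR CpGs, so this comparison does not tell why these libraries hold no IG-DMR CpGs. The pattern cannot be told apart from a mislabelled region, and no biological explanation was tested.

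WT embryos at E18.5 had lower methylation in the Gtl2-DMR than in the IG-DMR. The choice of CpGs was tested as an explanation. Of the 9 Gtl2-DMR CpGs listed in every E18.5 library, the 3 with the lowest positions had 18.7% ± 0.278 (SD, n = 2 embryos) and the 3 with the highest positions had 35.8% ± 7.75 (SD, n = 2), which stayed below the lower WT level in the IG-DMR, 49.7%. The 27 IG-DMR CpGs listed in every E18.5 library and these Gtl2-DMR CpGs were each divided by position into 3 equal parts. When each part of the IG-DMR was set against each part of the Gtl2-DMR, the WT mean was higher in the IG-DMR in 7 of 9 pairs, and higher in both embryos in 6. The 2 exceptions both used the IG-DMR part with the highest positions, at 31.2% ± 18.6 (SD, n = 2). The size of the difference thus depends on the choice of CpGs in both regions, which reversed the means only with that part, and depth was not tested.

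Along the IG-DMR, the WT embryo of clone74 had 88.3% over the first 9 and 18.0% over the last 9 of the 27 CpGs listed in every E18.5 library, while the WT embryo of clone115 had 45.7% and 44.3%. The 2 WT embryos thus had nearly equal means over the region and unequal profiles. The first 9 CpGs had the higher mean in 10 of the 13 IG-DMR libraries, which come from WT, IG-CGI ΔM and IG-CGI ΔP animals. The IG-DMR library of clone74 embryo 4 also listed 9 CpGs outside the locus, on chromosomes 8, 12, 17 and 18, of which 8 were at 100% and 1 at 0%.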
